# Plasmin and sterile inflammation jointly drive fatal embryonic liver degeneration in endothelial chromatin remodeler mutant mice

**DOI:** 10.1242/dev.205538

**Published:** 2026-05-28

**Authors:** Meng-Ling Wu, Yelyzaveta Rudenko, Courtney T. Griffin

**Keywords:** Endothelial cells, BRG1, CHD4, uPAR, ICAM1, TNF

## Abstract

Embryonic livers undergo extensive vascular expansion after midgestation to support rapid growth and evolving functions. Immature embryonic vessels receive structural support from extracellular matrix (ECM), which is also essential for normal liver development and function. Meanwhile, pro-inflammatory cytokines that promote hematopoiesis and hepatic organogenesis must be tightly regulated to prevent sterile inflammation. However, endothelial contributions to ECM and cytokine production during liver development remain poorly understood. Here, we demonstrate that the chromatin remodelers CHD4 and BRG1 act antagonistically in embryonic endothelial cells to protect developing livers from lethal degeneration. Transcriptomic analysis of endothelial *Chd4* mutant livers revealed increased activity of plasmin (an ECM protease) and sterile inflammation before the onset of overt phenotypes. Within these pathways, we found that endothelial CHD4 and BRG1 antagonistically regulate transcription of the plasmin activator uPAR and of the inflammatory adhesion molecule ICAM1 in developing livers. Our genetic and pharmacological data demonstrate that elevated plasmin activity and sterile inflammation synergistically contribute to hepatic degeneration. These findings highlight endothelial transcriptional control of plasmin activity and sterile inflammation and reveal their detrimental synergy during liver development.

## INTRODUCTION

The hepatic vascular system develops in coordination with liver growth during embryogenesis (Augustin and Koh, 2017; Lorenz et al., 2018). In mouse embryos, the formation of two key hepatic vascular structures, sinusoidal capillaries and portal veins, begins around embryonic day (E) 10 (Soares-da-Silva et al., 2020). At this stage, the developing liver vasculature is immature and vulnerable to disruptions in the extracellular matrix (ECM), a structural component that is crucial for maintaining vascular integrity (Pöschl et al., 2004; Davis and Senger, 2005; Chang et al., 2006; Delgado-Olguín et al., 2014). Meanwhile, the liver is the primary hematopoietic organ during embryogenesis, providing a site for hematopoietic stem cells to colonize and mature (Soares-da-Silva et al., 2020). Liver sinusoids must maintain their structure to effectively accommodate the translocation of hematopoietic progenitor cells and blood cells between the liver parenchyma and circulation, all while preserving their barrier function. Additionally, the ECM is essential for supporting hepatic development and homeostasis (Amenta and Harrison, 1997; Boulter et al., 2013; Goddi et al., 2021). Abnormalities in the ECM can disrupt liver cell differentiation, create an imbalance in the hematopoietic niche, and trigger cellular necrosis (Löhler et al., 1984; Gupta et al., 1998; Lorenzini et al., 2010; Tanimizu et al., 2012; Kourouklis et al., 2016; Soares-da-Silva et al., 2020; Mahony et al., 2021).

Another factor that compromises developing liver vasculature and contributes to lethal hepatic degeneration is excessive sterile inflammation. This conclusion emerged from observations that mouse embryos lacking components of the NFκB signaling pathway, such as p65 (RELA), IKKβ (IKBKB) and NEMO (IKBKG), died with liver degeneration after midgestation (Beg et al., 1995; Li et al., 1999; Rudolph et al., 2000). Notably, deletion of the inflammatory cytokine tumor necrosis factor α (TNFα) or its receptor TNFR1 (TNFRSF1A) alongside these NFκB pathway components prevented embryonic liver degeneration (Li et al., 1999; Doi et al., 1999; Rudolph et al., 2000; Rosenfeld et al., 2000). This is a developmental stage at which the liver is the main site of hematopoiesis (Soares-da-Silva et al., 2020), so sterile inflammation in these studies likely arose *in situ* within the liver rather than via infiltration of inflammatory cells from other sites. These findings contributed to the current understanding that TNFα is a multifunctional cytokine, which promotes cell proliferation, differentiation and survival during liver organogenesis, in addition to facilitating hepatic inflammation and cell death under postnatal challenge conditions (Kamiya and Gonzalez, 2004; Brenner et al., 2015; You et al., 2021; Tiegs and Horst, 2022). Specifically, the genetic studies listed above revealed that TNFα-mediated NFκB signaling aids normal liver development in the sterile embryonic environment, although TNFα signaling results in embryonic hepatic cell death when the NFκB pathway is compromised.

ATP-dependent chromatin-remodeling complexes have emerged as pivotal regulators of vascular integrity during embryonic development, operating in spatially and temporally specific manners (Ingram et al., 2013; Crosswhite et al., 2016; Menendez et al., 2017). These complexes utilize ATP hydrolysis to modulate chromatin accessibility, thereby shaping gene expression programs. Our previous work demonstrated that endothelial-specific deletion of CHD4 (chromodomain helicase DNA binding protein 4), the ATPase subunit within the NuRD (nucleosome remodeling and deacetylase) complex, leads to excessive activation of the protease plasmin, hepatic ECM degradation, sinusoidal rupture and liver degeneration, culminating in embryonic lethality by E16.5 (Crosswhite et al., 2016). Plasmin, which is generated from the circulating zymogen plasminogen via tissue- or urokinase-type plasminogen activators (tPA or uPA), is a key mediator of ECM remodeling and clot resolution (Smith and Marshall, 2010). The uPA receptor (uPAR; PLAUR) facilitates and localizes the plasmin activation process. We found that *Chd4* endothelial mutants have increased transcription of the uPAR gene (*Plaur*), which correlates with elevated hepatic plasmin activity (Crosswhite et al., 2016). This heightened plasmin activity is consistent with our discovery of diminished expression of the ECM protein laminin, a direct target of plasmin proteolytic activity and a rich component of the basement membrane surrounding sinusoidal capillaries in embryonic livers (Crosswhite et al., 2016). We therefore concluded that endothelial CHD4 transcriptionally inhibits excessive plasmin generation to protect the integrity of embryonic liver vasculature.

Different chromatin-remodeling complexes can act on shared genomic targets in cooperative or antagonistic ways (Ramirez-Carrozzi et al., 2006; Curtis and Griffin, 2012; Morris et al., 2014; Shi et al., 2023; Wu et al., 2024). Like CHD4, Brahma-related gene 1 (BRG1; SMARCA4), the ATPase in the SWI/SNF (switch/sucrose non-fermentable) complex, crucially contributes to gene transcription in developing embryonic vasculature (Griffin et al., 2011; Davis et al., 2013; Menendez et al., 2017). Notably, BRG1 co-occupies a significant number of genomic regions with CHD4, as revealed by chromatin immunoprecipitation (ChIP) sequencing (Morris et al., 2014). We previously found that simultaneous deletion of both *Brg1* and *Chd4* in endothelial cells (ECs) allows embryonic survival until birth, despite causing defects in lung development (Wu et al., 2024). However, whether transcriptional modification of plasmin activation or of other biological processes allows *Brg1/Chd4* double mutants to bypass the lethal liver phenotypes observed in *Chd4* single mutants remains unclear.

In this study, we found that the survival of *Brg1/Chd4* double mutant embryos was transcriptionally mediated by the suppression of both aberrant plasmin activation and sterile inflammation in fetal livers. We show that *Brg1* and *Chd4* act antagonistically in regulating the transcription of key components of these pathways in ECs during liver development: *Plaur* and intercellular adhesion molecule 1 (*Icam1*). While genetic deletion of *Plg* (the gene encoding plasminogen) or treatment with the anti-inflammatory drug carprofen alone was insufficient to rescue embryonic lethality in *Chd4* mutants, co-treatment with carprofen in *Plg-*deficient *Chd4* mutants successfully improved liver degeneration and embryonic survival. These findings reveal dual transcriptional roles for ECs in regulating plasmin activity and sterile inflammation in embryonic livers, thereby highlighting the detrimental and synergistic effects of these processes on hepatic development and maintenance.

## RESULTS

### Cell death and erythrocyte accumulation seen in *Chd4-ECko* mutant livers are rescued in *Brg1/Chd4-ECdko* mutants

To understand how endothelial *Brg1/Chd4* mutants escape the lethality that occurs in endothelial *Chd4* mutant embryos by E16.5 (Crosswhite et al., 2016; Wu et al., 2024), we generated littermate embryos with deletions of endothelial *Chd4*, *Brg1* or both *Brg1/Chd4* by crossing *Brg1^fl/fl^;Chd4^fl/fl^* mice with *Brg1^fl/+^;Chd4^fl/+^;VE-cadherin-Cre^+^* mice (Fig. 1A). At E17.5, we detected 100% lethality in *Brg1^fl/+^;Chd4^fl/fl^;VE-cadherin-Cre^+^* (*Chd4-ECko*) embryos, 18.8% lethality in *Brg1^fl/fl^;Chd4^fl/+^;VE-cadherin-Cre^+^* (*Brg1-ECko*) embryos, and 12.5% lethality in *Brg1^fl/fl^;Chd4^fl/fl^;VE-cadherin-Cre^+^* (*Brg1/Chd4-ECdko*) embryos (Fig. 1B). Note that the shorthand names *Chd4-ECko* and *Brg1-ECko* do not reflect the respective heterozygosity for *Brg1* and *Chd4* that exists in these mutants due to our breeding strategy. At E14.5, *Brg1/Chd4-ECdko* mutants appeared grossly comparable to control (Cre-negative) and *Brg1-ECko* embryos (Fig. 1C). Notably, the histological accumulation of erythrocytes we detected in E14.5 *Chd4-ECko* mutant livers, as previously reported (Crosswhite et al., 2016), was rescued in *Brg1/Chd4-ECdko* mutants (Fig. 1D). Furthermore, we detected widespread cellular apoptosis in E14.5 *Chd4-ECko* livers by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining and cleaved caspase-3 immunostaining, which were dramatically reduced in *Brg1/Chd4-ECdko* mutants (Fig. 1E). Therefore, the lethal liver phenotypes detected in *Chd4-ECko* mutants by E17.5 were rescued in *Brg1/Chd4-ECdko* mutants.

**Fig. 1.**
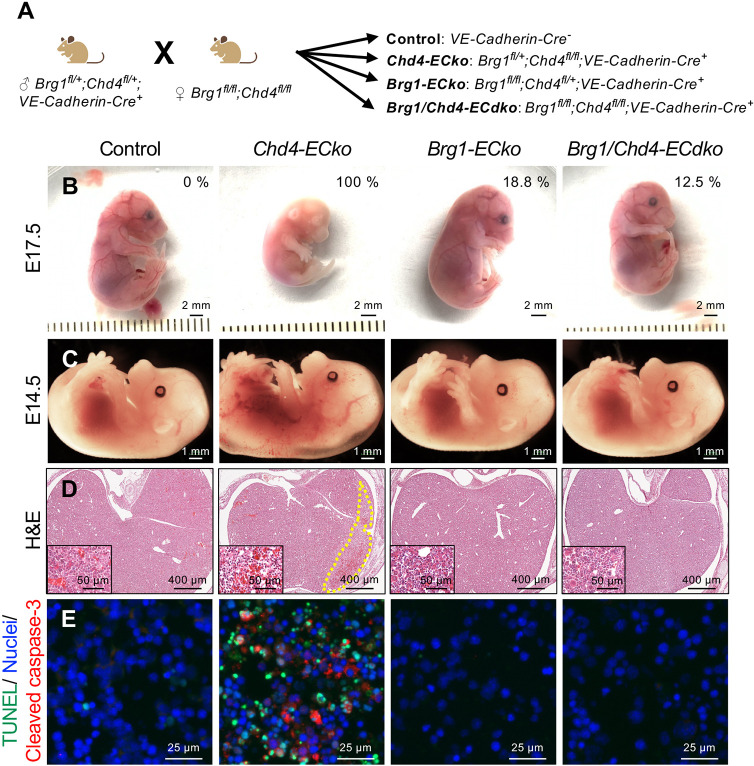
**Simultaneous deletion of endothelial *Brg1* and *Chd4* rescues the erythrocyte accumulation and cell death observed in *Chd4-ECko* livers.** (A) Diagram illustrating the crosses used to create endothelial-specific *Chd4*, *Brg1* and *Brg1/Chd4* double mutant embryos. (B) Representative images and lethality rates of control, *Chd4-ECko*, *Brg1-ECko* and *Brg1/Chd4-ECdko* embryos at E17.5. *n*≥8 embryos for each genotype. (C) Representative images of control, *Chd4-ECko*, *Brg1-ECko* and *Brg1/Chd4-ECdko* embryos at E14.5. *n*≥27 embryos for each genotype. (D) Representative images of E14.5 control and mutant livers stained with H&E. The dotted outline indicates a site of liver degeneration and erythrocyte accumulation. Insets show magnified images. (E) Representative images of E14.5 control and mutant liver sections stained by TUNEL (green) and immunostained for cleaved caspase-3 (red). Nuclei were counterstained with Hoechst dye (blue). *n*≥4 embryos for each genotype.

Murine fetal livers become the predominant hematopoietic organ after E11.0 (Soares-da-Silva et al., 2020), which coincides with the time that *Chd4-ECko* embryos begin developing lethal liver phenotypes. Indeed, prior to E14.5, fetal livers are mostly composed of erythrocytes and hematopoietic cells rather than hepatocytes (Gao et al., 2022; Mesquita Peixoto et al., 2025). Since some blood cells in E14.5 livers display *VE-cadherin-Cre* activity (Alva et al., 2006), we sought to rule out the possibility that the phenotypes we detected in *Chd4-ECko* livers resulted from *Chd4* deletion in the blood cell lineage. To investigate this, we crossed *Chd4-*flox mice onto the *Vav-Cre* transgenic line, which targets the hematopoietic lineage (Georgiades et al., 2002), and assessed embryonic lethality at E18.5. We found that *Chd4^fl/fl^;Vav-Cre^+^* embryos survived until E18.5 without evidence of mid-gestational lethality (Fig. S1). These results suggest that the lethal liver phenotypes seen in *Chd4-ECko* embryos are likely to be caused by *Chd4* deletion in ECs and not in hematopoietic cells.

### Plasmin deficiency does not rescue *Chd4-ECko* lethality as efficiently as endothelial *Brg1* deletion

We previously reported that deleting *Chd4* in embryonic ECs upregulates transcription of *Plaur*, thereby facilitating excessive plasmin activation, ECM degradation and liver degeneration (Crosswhite et al., 2016). Therefore, we sought to determine whether reduced plasmin activity contributed to the survival of *Brg1/Chd4-ECdko* embryos at E14.5. We first assessed plasmin activity by *in situ* zymography on fresh liver sections from E14.5 control and mutant embryos. We found that the increased plasmin activity in *Chd4-ECko* livers was rescued in *Brg1/Chd4-ECdko* livers (Fig. 2A,B). To determine whether this reduction in plasmin activity correlated with reduced *Plaur* transcripts in *Brg1/Chd4-ECdko* liver ECs, we isolated LYVE1^+^ liver sinusoidal ECs (LSECs) from control and mutant livers at E12.5, 2 days prior to the onset of liver degeneration in *Chd4-ECko* mutants, and analyzed the samples by quantitative reverse transcription PCR (qRT-PCR). The isolated LSEC samples showed enrichment for the LSEC marker *Stab2* but not for the hepatocyte marker *Afp* (Fig. S2A,B), and transcripts of *Chd4* and *Brg1* were reduced in LSECs from relevant mutants, as expected (Fig. 2C). *Plaur* transcripts were upregulated in LSECs from *Chd4* mutants, downregulated in LSECs from *Brg1* mutants, and neutralized in *Brg1/Chd4-ECdko* LSECs (Fig. 2C). We previously reported that *Plaur* is a direct gene target of CHD4 in a cultured murine extra-embryonic EC line (Ingram et al., 2013). We questioned whether *Plaur* is also a target of BRG1 in cultured ECs. To address this question, we performed ChIP followed by quantitative PCR (ChIP-qPCR) to determine whether BRG1 can interact with the *Plaur* gene promoter in the murine MS1 EC cell line. We found that BRG1 interacted with the same *Plaur* promoter region as CHD4 (−823 bp upstream of the transcription start site) (Fig. 2D). Together, these findings indicate that BRG1 and CHD4 directly and antagonistically impact *Plaur* transcription in LSECs to normalize embryonic hepatic plasmin activity.

**Fig. 2.**
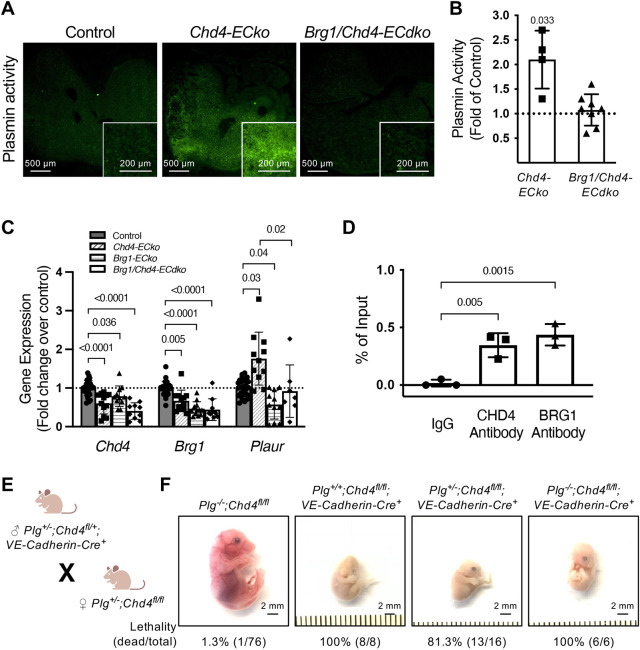
**Plasmin activation observed in *Chd4-ECko* livers is rescued in *Brg1/Chd4-ECdko* embryos, but genetic plasminogen reduction does not rescue *Chd4-ECko* lethality efficiently.** (A) Representative images of plasmin activity assessed by *in situ* zymography on unfixed E14.5 control and mutant liver sections. Insets show magnified images. (B) Mean fluorescence intensity from the *in situ* zymography plasmin activity assay, as shown in A. Each symbol represents the average intensity from four different regions analyzed within a liver section from a separate embryo. The dotted line represents the relative plasmin activity of liver sections from littermate controls. *n*≥4 embryos per genotype. (C) qRT-PCR analysis of *Chd4*, *Brg1* and *Plaur* gene transcripts in liver sinusoidal ECs isolated from E12.5 control and mutant embryos. Each symbol represents transcripts from separate embryos. The dotted line represents the relative expression of controls. *n*≥7 embryos per genotype, represented as individual symbols. (D) Enrichment of CHD4 and BRG1 at the *Plaur* gene loci was assessed by ChIP-qPCR assays in the MS1 murine EC line. *n*=3 independent immunoprecipitations (represented by symbols). (E) A schematic representation of the crosses performed to generate plasminogen (*Plg*)-deficient endothelial *Chd4* mutant embryos. (F) Representative images and lethality rates of the indicated mutant embryos at E17.5. Data are represented as mean (±s.d.). One-sample, two-tailed *t*-tests were used for the analysis in B. For C and D, ordinary one-way ANOVA with Dunnett's multiple comparisons post-hoc test or a Kruskal–Wallis test with Dunn's multiple comparisons post-hoc test was utilized when the results exhibited a nonparametric distribution.

We suspected that elevated plasmin was the primary contributor to the lethal liver phenotypes in *Chd4-ECko* livers, based on the rescue of plasmin activity, *Plaur* transcription, liver phenotypes, and lethality in *Brg1/Chd4-ECdko* mutants. Therefore, we predicted that genetic reduction of plasminogen (*Plg*), the zymogen of plasmin, in *Chd4-ECko* embryos would phenocopy the rescue seen in *Brg1/Chd4-ECdko* mutants. To test this, we crossed *Plg*^+/−^*;Chd4^fl/+^;VE-cadherin-Cre^+^* mice with *Plg*^+/−^*;Chd4^fl/fl^* mice to generate *Chd4-ECko* embryos with different doses of global plasminogen deficiency (Fig. 2E). To our surprise, lethality was not rescued in either *Plg*^+/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* or *Plg*^−/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryos comparably to the rescue we saw in *Brg1/Chd4-ECdko* embryos at E17.5. Thirteen out of 16 *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryos we dissected displayed advanced resorption at E17.5 (81.3% lethality), while each of the six *Plg^−/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryos we dissected was resorbed (100% lethality) (Fig. 2F). As a reminder, this was much higher than the 12.5% lethality we saw in E17.5 in *Brg1/Chd4-ECdko* mutants (Fig. 1B).

Coagulation abnormalities can be transferred bidirectionally between mothers and fetuses (Bishop et al., 1971). Therefore, we wondered whether maternal plasminogen contributed to the lethality of *Chd4-ECko* embryos with elevated uPA expression. We tested this hypothesis by generating mutant embryos from *Plg^−/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* dams (Fig. S3A). We did see increased embryonic rescue at E17.5, with *Plg*^+/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* lethality dropping to 50% and *Plg*^−/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* lethality dropping to 70.8% (Fig. S3B). However, this increased survival still did not match the rescue seen in *Brg1/Chd4-ECdko* embryos, indicating that factors other than elevated plasmin likely contribute to lethal liver phenotypes in *Chd4-ECko* embryos.

### Transcriptomics reveal sterile inflammation in *Chd4-ECko* livers

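RNA was sequenced from 24 libraries of E12.5 liver cells, 12 of CD146+ cells (LSECs) and 12 of the cells left after CD146 selection (non-EC cells). CD146 is a cell surface adhesion molecule of endothelial cells that is encoded by *Mcam*. Each fraction had 4 genotypes with 3 replicates each, namely Cre-negative controls, *Chd4-ECko*, *Brg1-ECko* and *Brg1/Chd4-ECdko*. VE-cadherin-Cre deletes the floxed exons in endothelial cells. By the crosses that the paper describes, *Chd4-ECko* embryos carry 1 floxed *Brg1* allele and *Brg1-ECko* embryos 1 floxed *Chd4* allele. The authors digested the livers with transcription inhibitors, trimmed repeated guanines from the reads and aligned them to GRCm39 in CLC Genomics Workbench. They deposited TPM values for 25361 genes. TPM are reads of a gene divided by its length and scaled so that every library has the same total, so the depth behind each value is unknown. The paper states paired reads of 150 bases and 20000000 reads, without saying whether that is per library. Between 12746 and 13219 genes (median 12964) reached 1 TPM in the LSEC libraries and between 11450 and 11973 in the non-EC libraries. Mitochondrial genes took 13.9% to 31.5% of the TPM in LSEC libraries and 2.33% to 7.69% in non-EC libraries.
Differences were tested with limma on log2(TPM + 1), in 1 model of 12 libraries per fraction, for genes with at least 1 TPM in at least 3 of them. The pseudocount of 1 TPM understates the fold change of genes with low values. P-values were adjusted by the Benjamini-Hochberg method, and DEGs were called at the paper's thresholds. The replicates of every group are numbered 1 to 3. After the group means were subtracted, same-numbered LSEC libraries of different genotypes had a mean correlation across genes of 0.167, and differently numbered ones -0.0829 (one-sided exact permutation test over 216 arrangements, p = 0.00463). The mean correlation of same-numbered non-EC libraries was 0.120 (p = 0.0602, same exact test). Results with the replicate number as a block are therefore given beside those without it.
*Chd4* (ENSMUSG00000063870) lies on chromosome 6 of GRCm39 from 125072944 to 125107554. In LSEC replicates 1, 2 and 3 it was listed at 285, 255 and 246 TPM in controls (mean 262 ± 20.1, SD, n = 3) and at 223, 168 and 252 TPM in *Chd4-ECko* (215 ± 42.5). The values were 351, 225 and 272 TPM in *Brg1-ECko* (282 ± 63.97) and 242, 250 and 256 TPM in *Brg1/Chd4-ECdko* (249 ± 6.95). *Smarca4* (ENSMUSG00000032187), the gene for BRG1, lies on chromosome 9 from 21527398 to 21615526. Its TPM in the same order were 161, 144 and 134 in controls (146.2 ± 13.4), 141, 99.9 and 140 in *Chd4-ECko* (127 ± 23.5), 157, 111 and 127 in *Brg1-ECko* (132 ± 23.5), and 131, 117 and 151 in *Brg1/Chd4-ECdko* (133 ± 16.7). The 12 non-EC libraries ranged from 328 to 406 TPM for *Chd4* and from 161 to 189 TPM for *Smarca4*. In LSECs the log2 fold change of *Chd4* against control was -0.30 in *Chd4-ECko* (standard error 0.17, limma adjusted p = 0.962, and 0.684 with the replicate block) and -0.07 in *Brg1/Chd4-ECdko* (adjusted p = 0.869, and 0.823 with the block). That of *Smarca4* was -0.16 in *Brg1-ECko* (adjusted p = 0.779, and 0.646 with the block). The TPM of a whole gene also count transcripts that lack the floxed exons, and reads on those exons alone were not analysed here. These values therefore do not separate the genotypes.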

To identify other potential contributors to *Chd4-ECko* lethal liver phenotypes, we performed RNA sequencing (RNA-Seq) on CD146 (MCAM)^+^ LSECs and non-LSEC liver cells isolated from E12.5 control and mutant livers 2 days before liver degeneration and lethality occurred (Fig. 3A). 

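Principal components were computed from log2(TPM + 1), centred and not scaled, over the 13775 genes with at least 1 TPM in at least 3 of the 24 libraries. The first component carried 80.6% of the variance and the second 5.35%. The 12 LSEC libraries lay between 34.5 and 85.2 on the first component and the 12 non-EC libraries between -81.3 and -62.1. The LSEC library closest to the non-EC libraries was replicate 1 of *Brg1-ECko*, and the next lay at 63.3. The share of the first component fell most, to 47.7%, when every gene above 0 TPM was used and scaled to unit variance, a setting chosen after seeing the data.
*Cdh5*, which encodes VE-cadherin, had 304 ± 51.3 TPM (SD, n = 12) in LSEC libraries and 8.72 ± 3.18 TPM (n = 12) in non-EC libraries. *Stab2* had 103 ± 26.4 and 0.659 ± 0.296 TPM, and *Mcam* had 54.5 ± 8.52 and 0.491 ± 0.207 TPM. *Erg* differed less, with 38.5 ± 6.47 and 8.52 ± 2.99 TPM. For these genes and for *Pecam1* and *Kdr*, the lowest LSEC library exceeded the highest non-EC library. *Afp*, a hepatoblast gene, ranged from 1267 to 12314 TPM in LSEC libraries and from 7808 to 16602 TPM in non-EC libraries. Its highest LSEC value was in replicate 1 of *Brg1-ECko*, and the other 11 LSEC libraries had at most 3513 TPM.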

Principal component analysis and clustering of EC marker genes showed distinct gene expression between LSEC and non-EC groups (Fig. S4A,B). Because the CHD4-containing NuRD complex also contains histone deacetylases and methyl-CpG-binding domain proteins, it is typically considered a repressive complex (Curtis et al., 2012). 

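Of the 13444 genes tested in LSECs, 70 were DEGs between *Chd4-ECko* and control, 66 of them higher and 4 lower in *Chd4-ECko*, so that 94.3% were higher. With the replicate block there were 87 DEGs, which included all 70 and were higher in 94.25% (same-numbered libraries correlated at 0.167). Without the fold change threshold, 95 genes passed, 91 of them higher. An unadjusted p-value under 0.05 was found for 872 genes, where 672.2 were expected. In all 70 DEGs the 3 *Chd4-ECko* libraries lay on one side of the 3 controls. The same held for 1660 of all tested genes (12.35%), where chance gives 10%. The number of DEGs moved most when a library was left out, from 28 to 147 over the 6 libraries of these genotypes.
The named genes include the 10 DEGs with the largest change. *Nefh* (ENSMUSG00000020396, chromosome 11 from 4888740 to 4898130) had 1.23 ± 0.155 TPM (SD, n = 3) in control and 16.0 ± 3.64 TPM in *Chd4-ECko* LSECs. Its log2 fold change was 2.91 (standard error 0.20, limma adjusted p = 8.99e-06, and 3.53e-06 with the block). The embryonic globin gene *Hbb-bh1* (chromosome 7 from 103490844 to 103492371) had 2.79 ± 1.00 TPM in controls and 102, 789 and 328 TPM in the 3 *Chd4-ECko* replicates. Its log2 fold change was 6.34 (standard error 0.52, adjusted p = 2.94e-05, and 6.72e-06 with the block). *Trap1a* had 12.3 ± 6.27 TPM in *Chd4-ECko*, against 0.139 and 0.111 TPM in 2 controls and a value listed at 0 in the third (log2 fold change 3.52, adjusted p = 2.94e-05, and 9.56e-05 with the block). The log2 fold changes of the other 7 were 4.46 for *Hba-x*, 3.97 for *Car1*, 3.44 for *Hbb-y*, 3.21 for *Ptprcap*, 2.60 for *Tcfl5*, 2.45 for *Tnni3* and 2.17 for *Alox5*, all with an adjusted p of at most 0.00754. Globin genes resemble each other in sequence, and the paper's text does not name how reads that match several genes were counted, so their single values are uncertain. Of the 66 higher DEGs, 43 (65.2%) had more TPM in control non-EC cells than in control LSECs.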

Concordantly, we found that most differentially expressed genes (DEGs: log_2_ fold change>1, adjusted *P*<0.05) in *Chd4-ECko* LSECs were upregulated compared to control LSECs (Fig. 3B, Fig. S4C). 

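Gene sets were tested in *Chd4-ECko* against control LSECs with limma's camera at an inter-gene correlation of 0.01. The sets were 8 hand-written lists and 848 mouse Reactome pathways of 10 to 500 tested genes. The GO and hallmark collections were not used here. False discovery rates (FDR) were computed within each family.
The NFκB response list had a median log2 fold change of 0.16, with 17 of its 23 genes higher in *Chd4-ECko* (FDR 0.00355, and 0.00314 with the replicate block). Its FDR was 0.0760 without *Chd4-ECko* replicate 2, and at most 0.00847 with any other library of these genotypes left out. The interferon response list had a median of 0.54, with 15 of 17 genes higher (FDR 1.64e-08). Larger medians were found for blood-cell lists. All 22 genes of the myeloid list were higher (median 0.93, FDR 1.88e-25, and 2.07e-24 with the block), as were all 14 genes expressed across blood cells (median 1.13, FDR 9.23e-31) and the 3 embryonic globin genes (median 4.46, FDR 6.11e-17). Of the other red blood cell genes, 13 of 14 were higher (median 0.72, FDR 5.93e-05). Immediate-early genes, which tissue dissociation can induce, had a median of 0.16 (FDR 0.0159). The megakaryocyte list had a median of 0.22 (FDR 0.555).
Among the Reactome pathways, 40 passed an FDR of 0.05, and 32 of them were higher in *Chd4-ECko*. They included Interferon gamma signaling (68 genes, median log2 fold change 0.22, FDR 1.23e-07), Cytokine Signaling in Immune system (190 genes, median 0.11, FDR 4.70e-06) and Toll-Like Receptors Cascades (99 genes, median 0.08, FDR 0.00862). With the replicate block, 7 of the 8 lists and 38 pathways passed, against 7 and 40 without it (same-numbered libraries correlated at 0.167). With the inter-gene correlation estimated from the data, 2 lists passed, the genes expressed across blood cells and the embryonic globin genes, and 0 pathways, with 7 pathways at an unadjusted p-value under 0.05. Splits of the same libraries that do not follow the genotypes gave 1 to 6 lists and 13 to 125 pathways.
In non-EC cells the same lists gave medians of 0.13 for the NFκB response (FDR 0.0622), 0.28 for myeloid genes (FDR 0.109) and -0.20 for genes expressed across blood cells (FDR 0.101). With the block these FDRs were 0.0623, 0.0623 and 0.0794. The embryonic globin genes had a median of 3.63 there (FDR 0.00252, and 0.00645 with the block). In non-EC cells of *Brg1-ECko* the NFκB response list was higher than control (median 0.32, FDR 0.00509, and 0.00712 with the block). The same held in *Brg1/Chd4-ECdko* (median 0.28, FDR 0.00161, and 0.00230 with the block). The interferon response list was higher in both, with medians of 0.46 (FDR 0.00509) and 0.44 (FDR 0.000576).

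**Figure D1:**
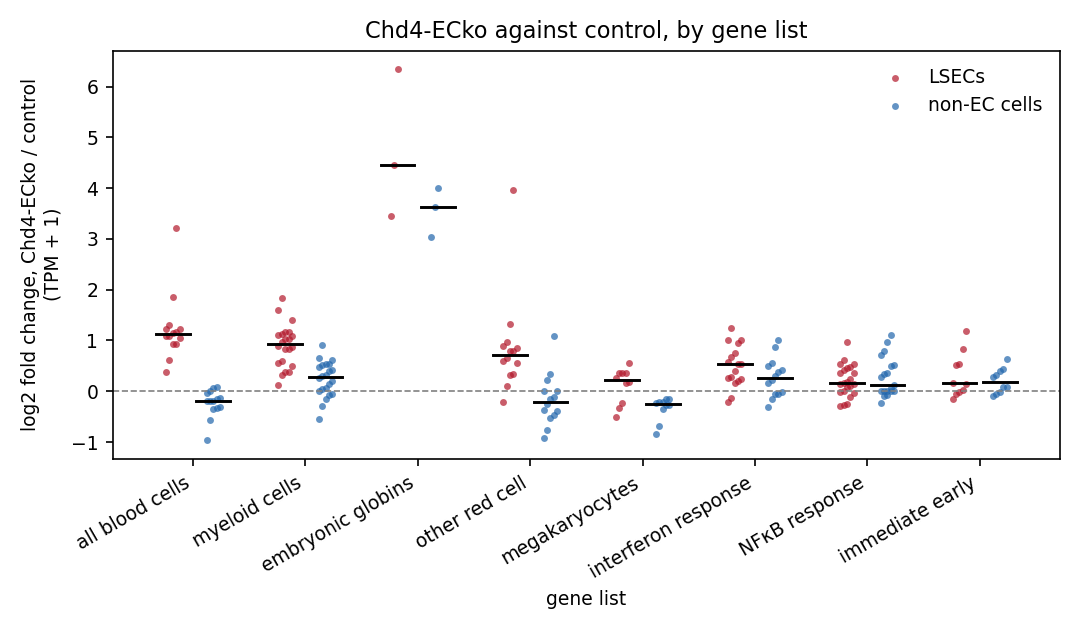
Log2 fold change (TPM + 1) of each gene of the 8 lists in Chd4-ECko against control, in LSECs (red) and non-EC cells (blue), with a black bar at the median of each list. In LSECs the medians of the myeloid genes (0.93) and of the genes expressed across blood cells (1.13) lie above that of the NFκB response genes (0.16).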

Employing gene set enrichment analysis (GSEA) for control and *Chd4-ECko* LSECs, we found enrichment of genes associated with the terms ‘inflammatory response’, ‘cell activation involved in immune response’ and ‘TNFα signaling via NFκB’ in *Chd4-ECko* LSECs (Fig. 3C). 

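Each mutant was compared with control LSECs. *Brg1/Chd4-ECdko* had 76 DEGs, of which 66 were higher. *Brg1-ECko* had 2, *Mmrn2* (log2 fold change -1.09) and *Nts* (1.76), both with a limma adjusted p of 0.047. With the block their adjusted p-values were 0.0270 and 0.0189. These 2 genes were named after their values were seen. In *Brg1-ECko* 1302 genes had an unadjusted p-value under 0.05. Exclusive to *Chd4-ECko* were 35 DEGs, 34 of them higher. The other 35 *Chd4-ECko* DEGs were shared with *Brg1/Chd4-ECdko*, and none was shared with *Brg1-ECko*. With the replicate block 47 DEGs were exclusive to *Chd4-ECko*, including 34 of the 35 (same-numbered libraries correlated at 0.167). With each LSEC library left out in turn, the number ran from 11 to 109.
The median log2 fold change of the 35 genes was 1.17 in *Chd4-ECko*, 0.83 in *Brg1/Chd4-ECdko* and 0.48 in *Brg1-ECko*. In *Brg1/Chd4-ECdko*, 32 of the 35 had the same sign as in *Chd4-ECko* and all 35 were closer to 0. Being a DEG in one mutant and not in the other is part of how the genes were selected, so the direct comparison of the mutants is given as well. In that comparison 3 of the 35 had an adjusted p-value under 0.05 and 14 an unadjusted p-value under 0.05. Over all genes, *Brg1/Chd4-ECdko* against *Chd4-ECko* gave 5 DEGs, named here after their values were seen. These were *Thy1* (log2 fold change -1.85), *Sncg* (-1.42), *Prl3b1* (-1.87), *Cpa1* (-1.77) and *Nkx2-3* (1.93), with adjusted p-values of 0.00611 to 0.0138, and of 0.00411 to 0.0124 with the block. Only the first 3 were exclusive *Chd4-ECko* DEGs. *Thy1* (chromosome 9 from 43954332 to 43959880) had 3.06 ± 0.308 TPM (SD, n = 3) in control, 13.0 ± 0.608 in *Chd4-ECko* and 2.89 ± 0.146 in *Brg1/Chd4-ECdko* LSECs.
The median log2 fold change over all tested genes was 0.16 in *Brg1/Chd4-ECdko* against control and 0.13 against *Chd4-ECko*, and quantile normalization brought both within 0.01 of 0.

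**Figure D2:**
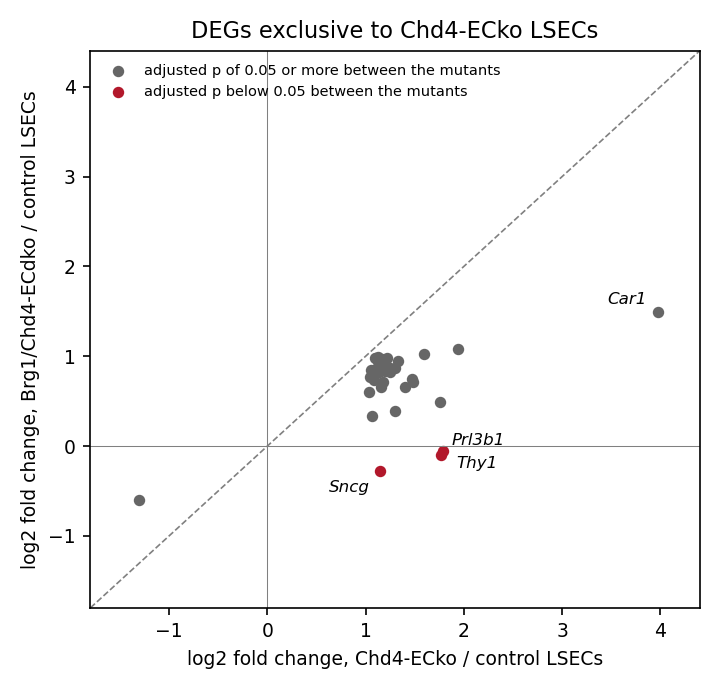
Log2 fold change against control LSECs of the 35 DEGs exclusive to Chd4-ECko, in Chd4-ECko (horizontal axis) and in Brg1/Chd4-ECdko (vertical axis), with a dashed line where both are equal. Thy1, Sncg and Prl3b1 (red, adjusted p under 0.05 between the mutants) lie under 0 in Brg1/Chd4-ECdko, and the other points lie between the dashed line and 0.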

To identify genes and pathways contributing to *Chd4-ECko* liver phenotypes, we identified 120 DEGs that were exclusively changed in *Chd4-ECko* LSECs (Fig. 3D). A Gene Ontology (GO) biological process analysis of these 120 DEGs showed that they were associated with hallmarks of inflammation, including inflammatory and immune responses and cell activation (Fig. 3E). 

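The 35 DEGs found exclusive to *Chd4-ECko* were set against the lists and Reactome pathways with a one-sided Fisher's exact test, with the 13444 tested genes as background. They held 4 of the 22 myeloid genes, namely *Cx3cr1*, *Fcer1g*, *Fcgr3* and *Spi1*, where 0.0573 were expected (FDR 2.18e-06 over the 8 lists). These 4 were named after their values were seen. They were also higher than control in *Brg1/Chd4-ECdko* (log2 fold changes of 0.66 to 1.02), with a limma adjusted p of at least 0.469 between the mutants. Fisher's test counts genes that may move together as independent. Of the genes expressed across blood cells and of the other red blood cell genes, the 35 held 1 each (FDR 0.0956), and of the NFκB and interferon response lists they held 0. The 47 genes exclusive with the replicate block held 5 myeloid genes, where 0.0769 were expected (FDR 8.45e-08). They held 1 of the genes expressed across blood cells (FDR 0.191) and 0 of the other red blood cell genes. For the 35 genes, 0 of the 848 pathways passed an FDR of 0.05 and 32 had an unadjusted p-value under 0.05. The pathway with the smallest p-value was FCGR activation, with 2 of its 11 tested genes among the 35 (FDR 0.303). Only 17 of the 35 genes belong to any of the pathways, and GO terms were not used here. *Cx3cr1* had 15.0 ± 2.79 TPM (SD, n = 3) in control, 48.6 ± 15.8 in *Chd4-ECko*, 23.3 ± 2.15 in *Brg1-ECko* and 31.9 ± 8.60 in *Brg1/Chd4-ECdko* LSECs. *Spi1*, which encodes a transcription factor of blood cells, had 9.79 ± 2.24, 22.5 ± 6.69, 17.1 ± 2.16 and 18.0 ± 2.62 TPM in the same order.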

Since TNFα signaling can mediate liver degeneration in a similar manner to what we observed in *Chd4-ECko* mutants (Doi et al., 1999), we analyzed *Tnf* transcripts from our RNA-Seq data and found them to be significantly upregulated in *Chd4-ECko* LSECs (Fig. 3F). 

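*Tnf* (ENSMUSG00000024401) lies on the reverse strand of chromosome 17 from 35418357 to 35420983. Its TPM in LSEC replicates 1, 2 and 3 were 1.10, 0.64 and 1.99 in controls (1.24 ± 0.685, SD, n = 3) and 2.17, 1.93 and 2.33 in *Chd4-ECko* (2.14 ± 0.202). *Brg1-ECko* had 0.592 ± 0.399 TPM and *Brg1/Chd4-ECdko* 1.18 ± 0.437 TPM. Against control, *Chd4-ECko* had a log2 fold change of 0.53 (standard error 0.25, limma adjusted p = 0.798 over all tested genes and 0.106 over 21 tested genes that the paper names). With the replicate block the adjusted p was 0.432. The highest control library exceeded the lowest *Chd4-ECko* library (two-sided exact permutation test of the TPM, p = 0.2, where 3 libraries against 3 cannot go below 0.10). When each library was left out in turn the log2 fold change was 0.33 to 0.76, and the adjusted p was 0.432 to 1.00 over all alternatives. Against control the log2 fold change was -0.48 in *Brg1-ECko* (adjusted p = 0.572, and 0.365 with the block) and -0.01 in *Brg1/Chd4-ECdko* (adjusted p = 0.988, and 0.982 with the block). *Brg1/Chd4-ECdko* was lower than *Chd4-ECko* by a log2 fold change of -0.54 (adjusted p = 0.484, and 0.301 with the block), with no overlap of the libraries (exact p = 0.1). Across the 12 LSEC libraries, deviations of *Tnf* from its group means had a correlation of 0.48 with those of the 22 myeloid genes (permutation p = 0.117).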

Meanwhile, *Rela* (the gene name of NFκB p65), the effector of the NFκB pathway that counterbalances TNFα signaling to achieve normal liver development, was unaffected in all mutants (Fig. S5). 

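*Rela* (ENSMUSG00000024927, chromosome 19 from 5687493 to 5698161) had 23.6 ± 0.976 TPM (SD, n = 3) in control LSECs. The values were 25.4 ± 3.22 in *Chd4-ECko*, 26.5 ± 2.97 in *Brg1-ECko* and 27.8 ± 2.11 in *Brg1/Chd4-ECdko* LSECs. Relative to control, the log2 fold change was 0.09 in *Chd4-ECko* (standard error 0.13, limma adjusted p = 1.00), 0.16 in *Brg1-ECko* (adjusted p = 0.732) and 0.23 in *Brg1/Chd4-ECdko* (adjusted p = 0.489). With the replicate block, for which same-numbered libraries correlated at 0.167, these adjusted p-values were 1.00, 0.656 and 0.399. The difference in mean TPM exceeded the SD of the control libraries in every mutant. It was smaller than the SD of the mutant libraries in *Chd4-ECko* and *Brg1-ECko*, and larger in *Brg1/Chd4-ECdko*.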

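Besides *Tnf*, 2 cytokine genes were examined in LSECs, *Il1b* and *Il6*. *Il1b* (ENSMUSG00000027398, chromosome 2 from 129206490 to 129213059) had 0.630 ± 0.130 TPM (SD, n = 3) in control, 1.17 ± 0.0594 in *Chd4-ECko* and 1.07 ± 0.683 in *Brg1-ECko* LSECs. The 3 *Brg1/Chd4-ECdko* replicates had 1.45 TPM, a value listed at 0, and 0.370 TPM. The log2 fold change in *Chd4-ECko* against control was 0.42 (standard error 0.30, limma adjusted p = 1.00, and 0.938 with the replicate block). The *Chd4-ECko* libraries did not overlap the controls (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). *Il6* (ENSMUSG00000025746, chromosome 5 from 30218112 to 30224979) stayed under 1 TPM in every library and was not tested with limma. It was listed at 0 in 2 control replicates and at 0.215 TPM in the other. The *Chd4-ECko* replicates had 0.199, 0.496 and 0.674 TPM (exact p = 0.2). In *Brg1-ECko* the values were 0.174, 0.109 and 0 TPM, and in *Brg1/Chd4-ECdko* 0.607, 0.440 and 0.310 TPM. At such values a few reads can move the TPM, and the number of reads is unknown.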

To analyze sterile inflammation in *Chd4-ECko* livers more directly, we next used qRT-PCR to assess transcripts of cytokine genes that were upregulated in *Chd4-ECko* LSECs by RNA-Seq. We found that *Tnf*, *Il6* and *Il1b* transcripts were significantly increased in *Chd4-ECko* livers and were normalized in *Brg1/Chd4-ECdko* livers at E14.5 (Fig. 3G). Additionally, when we exploited our RNA-Seq data to examine transcripts associated with the plasminogen activation system, we found that *Plaur* was the only gene that was significantly induced in *Chd4-ECko* LSECs at E12.5 (Fig. S4D). These results indicate that, in addition to promoting plasmin activation, the livers of *Chd4-ECko* embryos display evidence of heightened sterile inflammation.

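*Plaur* (ENSMUSG00000046223, chromosome 7 from 24161875 to 24175394) encodes the urokinase receptor. In LSECs it had 5.65, 7.67 and 8.08 TPM in the control replicates (7.13 ± 1.30, SD, n = 3) and 13.7, 13.9 and 15.4 TPM in *Chd4-ECko* (14.3 ± 0.949). This is a log2 fold change of 0.92 (standard error 0.17, limma adjusted p = 0.0211 over all tested genes and 0.000202 over genes the paper names, 0.0174 with the replicate block). It is under the log2 fold change of 1 that defines a DEG, and it was 1.01 with a pseudocount of 0.1 TPM (adjusted p = 0.0225) and without control replicate 3 (adjusted p = 0.0407), a DEG in both. With *Eif2s3y*, a Y-linked gene, as a covariate, a setting chosen after seeing the data, it was 0.87 (adjusted p = 0.0793). In the other mutants it was 0.38 in *Brg1/Chd4-ECdko* (adjusted p = 0.382, and 0.281 with the block) and -0.19 in *Brg1-ECko* (adjusted p = 0.743, and 0.664 with the block). *Brg1/Chd4-ECdko* against *Chd4-ECko* gave -0.54 (adjusted p = 0.415, and 0.257 with the block).
*Plau* (ENSMUSG00000021822), which encodes urokinase, had 33.5 ± 2.09 TPM in control and 49.4 ± 8.17 TPM in *Chd4-ECko* LSECs, a log2 fold change of 0.53 (standard error 0.20, adjusted p = 0.441, 0.0353 over genes the paper names, and 0.235 with the block). The *Chd4-ECko* libraries of *Plaur* and *Plau* did not overlap the controls (two-sided exact permutation test, p = 0.1 for each). Other genes of the plasminogen system had log2 fold changes of -0.30 for *Plat*, -0.08 for *Plg*, -0.08 for *Serpinf2*, -0.16 for *Fgb* and 0.33 for *Serpinb2*, all with an adjusted p of 1.00.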

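The direct comparison of *Brg1/Chd4-ECdko* with *Chd4-ECko* LSECs used the same lists. The FDRs below assume an inter-gene correlation of 0.01 and can overstate certainty for genes that move together. With that correlation estimated, the myeloid FDR of *Chd4-ECko* against control LSECs was 0.051 in place of 1.88e-25. No such estimate is given for the other comparisons. The myeloid list was lower in *Brg1/Chd4-ECdko*, with a median log2 fold change of -0.30 and 1 of 22 genes higher (camera FDR 3.31e-11, and 5.61e-11 with the replicate block). The red blood cell list without embryonic globins was lower as well (median -0.48, FDR 1.48e-09, and 5.61e-11 with the block). Camera placed the NFκB response list lower in *Brg1/Chd4-ECdko*, without separating the genotypes (FDR 0.105, and 0.134 with the block). It compares a list with the other genes. The list's median of 0.145, with 14 of 23 genes higher, was close to the median of 0.132 over all tested genes. The interferon response list did not separate the genotypes either (median 0.31, 15 of 17 genes higher, FDR 0.105, and 0.140 with the block). Against control, the NFκB response list in *Brg1/Chd4-ECdko* LSECs had a median of 0.13 with 17 of 23 genes higher (FDR 0.362, and 0.406 with the block). In *Brg1-ECko* LSECs its median was 0.185 with 13 of 23 genes higher (FDR 0.946, and 0.949 with the block). The median in *Chd4-ECko* LSECs was 0.16, so the list medians do not set that genotype apart. Over all tested genes the medians were 0.155, 0.081 and 0.0073, in the same order. The interferon response list was higher in *Brg1/Chd4-ECdko* and *Brg1-ECko*, with medians of 0.71 (FDR 1.47e-09, and 1.44e-08 with the block) and 0.60 (FDR 5.86e-08, and 2.19e-07 with the block). The genes expressed across blood cells were lower in *Brg1/Chd4-ECdko* than in *Chd4-ECko* (median -0.11, FDR 0.000777, and 0.00099 with the block). In *Brg1/Chd4-ECdko* the myeloid list stayed above control, with a median of 0.57 and 21 of 22 genes higher (FDR 1.18e-05, and 2.55e-05 with the block). So did the genes expressed across blood cells, with a median of 0.99 (FDR 1.03e-16, and 7.13e-15 with the block). Both lists were also above control in *Brg1-ECko*, the first with a median of 0.40 and 20 of 22 genes higher (FDR 0.000122, and 0.000133 with the block). The second had a median of 0.61 and all 14 genes higher (FDR 1.5e-07, and 4.35e-07 with the block). In non-EC cells the NFκB response list was higher than control in *Brg1/Chd4-ECdko* (median 0.28, FDR 0.00161) and in *Brg1-ECko* (median 0.32, FDR 0.00509). From the enriched terms, the *Tnf* transcripts in LSECs and the cytokine transcripts measured by qRT-PCR, the paper concludes that *Chd4-ECko* livers show signs of sterile inflammation. The E14.5 livers of the qRT-PCR were not analysed here.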

**Fig. 3.**
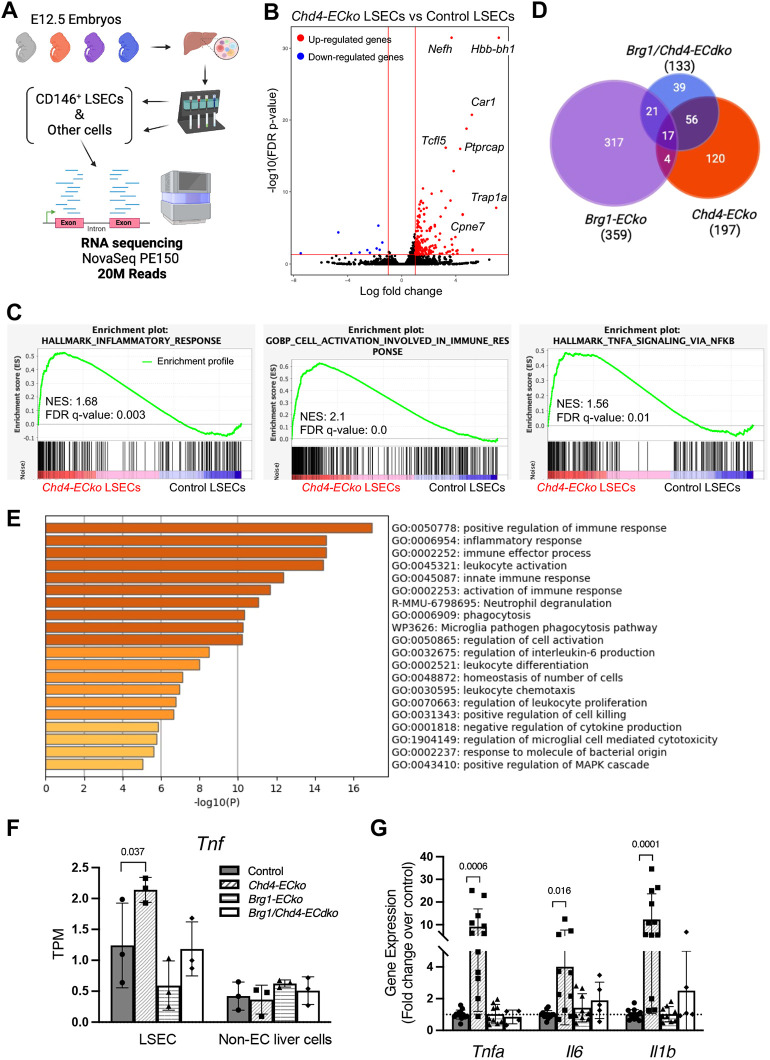
**Transcriptomics indicate that *Chd4-ECko* LSECs are inflamed.** (A) A schematic illustrating LSEC isolation and RNA sequencing. (B) Volcano plot of all genes in *Chd4-ECko* LSECs compared to control LSECs. DEGs were defined as having more than a twofold change in expression in *Chd4-ECko* LSECs relative to control LSECs, with an adjusted *P*<0.05. Significantly upregulated genes are shown in red, and significantly downregulated genes in blue. (C) GSEA revealed ‘inflammatory response’, ‘cell activation involved in immune response’ and ‘TNFα signaling via NFκB’ gene sets in *Chd4-ECko* LSECs. (D) Venn diagram illustrating the number of DEGs in *Chd4-ECko*, *Brg1-ECko* and *Brg1/Chd4-ECdko* LSECs. (E) GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed on the 120 DEGs that were exclusively altered in *Chd4-ECko* LSECs. (F) *Tnf* transcripts in LSECs and non-EC liver cells from E12.5 control and mutants, gleaned from RNA-Seq data. TPM, transcripts per million mapped reads. *n*=3 embryos per genotype, represented as individual symbols. (G) qRT-PCR analysis of *Tnf*, *Il6* and *Il1b* gene transcripts in E14.5 control and mutant livers. The dotted line shows the relative expression of controls. *n*≥4 embryos, represented as individual symbols. Data are represented as mean (±s.d.). An ordinary one-way ANOVA with Dunnett's multiple comparisons post-hoc test was used for the analysis in F. For G, a Kruskal–Wallis test with Dunn's multiple comparisons post-hoc test was used due to the nonparametric distribution of the results.

To assess whether the microenvironment of *Chd4-ECko* livers was altered under sterile inflammation, we characterized cellular components by immunostaining for various markers in E12.5 to E14.5 livers. These markers included LYVE1 for liver sinusoids; Von Willebrand factor (VWF) and PECAM1 for ECs (VWF can be found on some ECs); PROX1 and E-cadherin (ECAD) for hepatocytes; CD41 and VWF for platelets and megakaryocytes; CD45 (PTPRC) for leukocytes; CD68 and F4/80 (ADGRE1) for macrophages; myeloperoxidase (MPO) for neutrophils; TER119 (LY76) for erythroid cells; and α-smooth muscle actin (SMA; ACTA2) for pericytes and smooth muscle cells. Across all the images we examined, no obvious cell type-specific differences in these markers were observed between control and mutant livers (Fig. 4D, Fig. S6A-G).

**Fig. 4.**
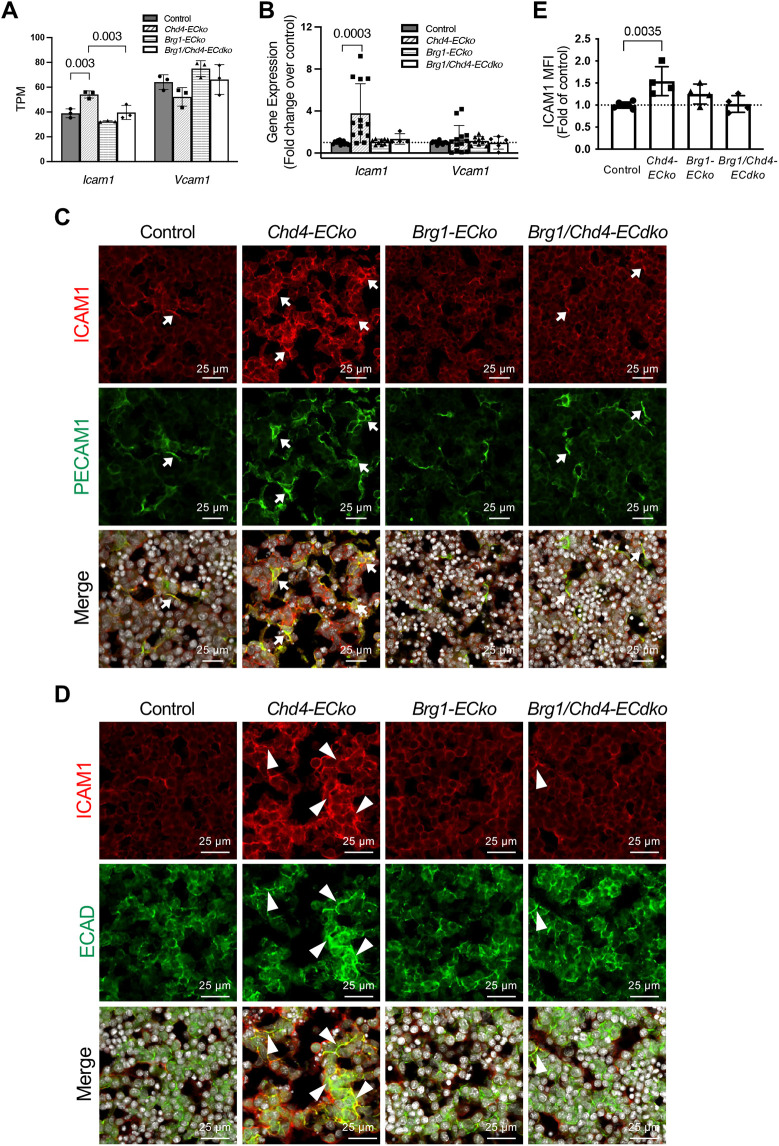
**ICAM1 expression is increased in endothelial cells and hepatoblasts of *Chd4-ECko* livers.** (A) Transcripts of *Icam1* and *Vacm1* in E12.5 control and mutant LSECs, gleaned from RNA-Seq data. Each symbol represents data from a separate embryo. TPM, transcripts per million mapped reads. (B) qRT-PCR analysis of *Icam1* and *Vcam1* gene transcripts in E14.5 control and mutant livers. The dotted line shows the relative expression of controls. *n*≥4 embryos (shown as individual symbols). (C) Representative images of immunostaining for ICAM1 (red) and the EC marker PECAM1 (green) in E14.5 control and mutant livers. The merged images include a nuclear stain (Hoechst) displayed in gray. Arrows indicate cells that express both ICAM1 and PECAM1. *n*≥4 embryos for each genotype. (D) Representative images of immunostaining for ICAM1 (red) and the hepatoblast marker ECAD (CDH1; green) are shown in E14.5 control and mutant livers. The merged images include a nuclear stain displayed in gray. Arrowheads indicate cells expressing ICAM1 and ECAD. *n*≥2 embryos for each genotype. (E) Quantification of total ICAM1 protein levels based on mean fluorescence intensity (MFI) in immunostained E14.5 control and mutant livers. *n*≥4 embryos (shown as individual symbols). The dotted line shows the relative expression of controls. Data are represented as mean (±s.d.). Ordinary one-way ANOVA with Dunnett's multiple comparisons post-hoc tests were used for analysis in A and E. For B, a Kruskal–Wallis test with Dunn's multiple comparisons post-hoc test was used due to nonparametric data distribution.

### Expression of the endothelial adhesion molecule ICAM1 is elevated in *Chd4-ECko* hepatic ECs

We next sought to understand endothelial factors contributing to inflammation in *Chd4-ECko* livers. Since BRG1 can bind to the *Tnf* gene locus to induce its expression in mouse kidneys after renal ischemic injury (Naito et al., 2009), we initially tried to examine BRG1 and CHD4 binding to the *Tnf* locus in control and mutant embryonic LSECs using ChIP-qPCR. However, we were unable to collect enough LSECs from embryonic livers to perform immunoprecipitation. Instead, we investigated whether *Tnf* is a direct target of CHD4 or BRG1 in MS1 ECs using ChIP-qPCR. We found that BRG1 was enriched at the *Tnf* locus under basal conditions, but CHD4 was not enriched there (Fig. S7A,B). Therefore, although *Tnf* was upregulated in total livers and in LSECs of *Chd4-ECko* embryos (Fig. 3F,G), we continued our search for inflammatory factors that might be regulated directly by CHD4 in ECs.

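*Icam1* (ENSMUSG00000037405) lies on chromosome 9 from 20926672 to 20940113, 587 kb from the floxed gene *Smarca4*. In LSEC replicates 1, 2 and 3 it had 38.9, 42.5 and 35.4 TPM in controls (38.9 ± 3.56, SD, n = 3) and 50.8, 55.6 and 56.02 TPM in *Chd4-ECko* (54.1 ± 2.89). The *Brg1-ECko* libraries had 32.4 ± 0.531 TPM, and the *Brg1/Chd4-ECdko* libraries had 35.5, 37.3 and 46.2 TPM (39.7 ± 5.72). *Chd4-ECko* differed from control by a log2 fold change of 0.47 (standard error 0.13, limma adjusted p = 0.151 over all tested genes and 0.00594 over genes the paper names, 0.153 with the replicate block). Over all alternatives the adjusted p was 0.0551 to 0.602. In *Brg1/Chd4-ECdko* the log2 fold change was -0.45 against *Chd4-ECko* (standard error 0.13, adjusted p = 0.401 over all tested genes and 0.0244 over genes the paper names, 0.243 with the block). Against control it was 0.02 in *Brg1/Chd4-ECdko* (adjusted p = 0.952, and 0.943 with the block) and -0.25 in *Brg1-ECko* (adjusted p = 0.548, and 0.458 with the block). The 3 *Chd4-ECko* libraries lay above the 3 libraries of control and of *Brg1/Chd4-ECdko* (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 against 3 allow). The difference exceeded the SD of each of these groups.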

Our RNA-Seq data revealed that transcripts for the adhesion molecule *Icam1* were upregulated in E12.5 *Chd4-ECko* LSECs and normalized in *Brg1/Chd4-ECdko* LSECs (Fig. 4A). This seemed relevant to *Chd4-ECko* hepatic phenotypes because endothelial ICAM1 induction causes leukocyte infiltration and cytokine production (Dragoni et al., 2017; Guerra-Espinosa et al., 2024) and can impair vascular barrier function (Clark et al., 2007; Sumagin et al., 2008). 

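*Vcam1* (ENSMUSG00000027962, chromosome 3 from 115903598 to 115923355) had 64.1 ± 5.90 TPM (SD, n = 3) in control and 52.2 ± 7.49 TPM in *Chd4-ECko* LSECs. Its log2 fold change was -0.30 (standard error 0.15, limma adjusted p = 0.895, and 0.712 with the replicate block, for which same-numbered libraries correlated at 0.167). The libraries of the 2 genotypes overlapped (two-sided exact permutation test, p = 0.2). *Brg1-ECko* LSECs had 75.1 ± 6.32 TPM (log2 fold change 0.23, adjusted p = 0.667, and 0.557 with the block) and *Brg1/Chd4-ECdko* LSECs 66.2 ± 12.0 TPM (0.03, adjusted p = 0.936, and 0.921 with the block).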

Notably, transcripts for another endothelial adhesion molecule, VCAM1, were not upregulated in *Chd4-ECko* LSECs (Fig. 4A). We next confirmed by qRT-PCR that *Icam1* transcripts were also elevated in *Chd4-ECko* livers at E14.5 (Fig. 4B). We also assessed ICAM1 protein expression by immunostaining and found it to be increased on both ECs and hepatoblasts of *Chd4-ECko* livers at E14.5 (Fig. 4C-E). This result was consistent with reports that cytokines can induce ICAM1 expression in hepatocytes (Satoh et al., 1994; Sano et al., 1999). 

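In the non-EC cells of the same E12.5 livers, *Icam1* had 16.2, 7.26 and 15.8 TPM in the control replicates (13.1 ± 5.04, SD, n = 3) and 20.9 ± 0.858 TPM in *Chd4-ECko*. Its log2 fold change was 0.71 (limma adjusted p = 0.0666 over all tested genes and 0.0270 over genes the paper names, 0.0575 with the replicate block, same-numbered libraries correlating at 0.120). It was 0.88 in *Brg1-ECko* (adjusted p = 0.0301, and 0.0278 with the block) and 0.57 in *Brg1/Chd4-ECdko* (adjusted p = 0.327, and 0.263 with the block). The *Chd4-ECko* effect on *Icam1* did not differ between LSECs and non-EC cells in an interaction test (log2 difference -0.24, adjusted p = 0.648).

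**Figure D3:**
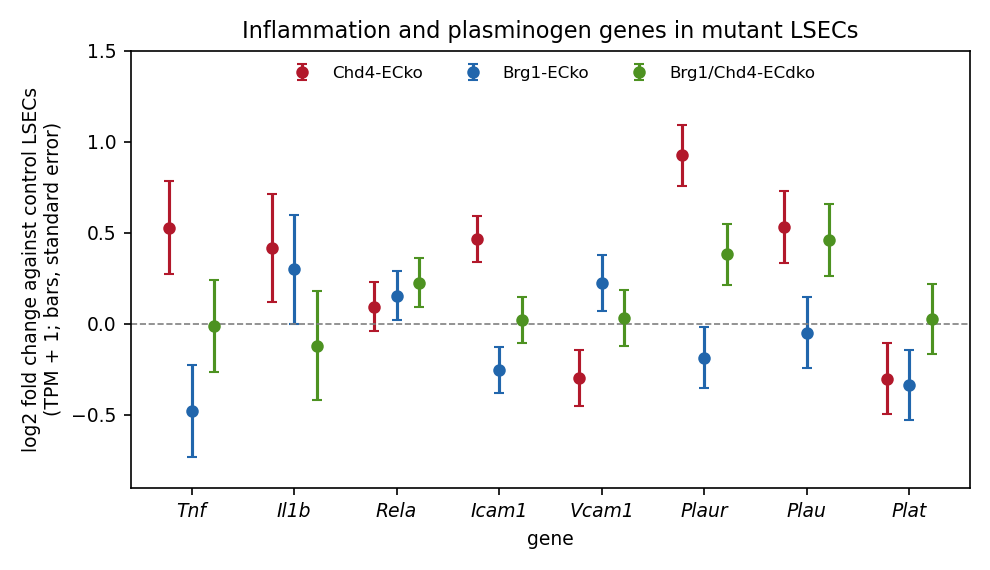
Log2 fold change (TPM + 1) against control LSECs of 8 inflammation and plasminogen genes in Chd4-ECko, Brg1-ECko and Brg1/Chd4-ECdko LSECs (n = 3 libraries per genotype). Bars are standard errors of limma's model. Icam1 sits at 0.47 in Chd4-ECko, -0.25 in Brg1-ECko and 0.02 in Brg1/Chd4-ECdko.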

Altogether, unbiased transcriptomic data led to our discovery that *Icam1* is transcriptionally upregulated in *Chd4-ECko* embryonic livers prior to their lethal deterioration.

### CHD4 and BRG1 antagonistically regulate *Icam1* transcripts in ECs

BRG has been shown to bind the *ICAM1* gene promoter and promote its transcription in human umbilical vein ECs (Fang et al., 2013). To investigate whether *Icam1* is also a target gene of BRG1 and CHD4 in murine ECs, we assessed *Icam1* transcripts after knocking down CHD4 and/or BRG1 in MS1 cells. We found that *Icam1* expression was upregulated upon CHD4 knockdown, downregulated upon BRG1 knockdown, and normalized when both chromatin-remodeling enzymes were knocked down simultaneously (Fig. 5A). We next performed ChIP-qPCR on MS1 cells to determine whether CHD4 and BRG1 could interact directly with *Icam1* regulatory elements. We found enrichment for both CHD4 and BRG1 in the promoter region of *Icam1* (−215 bp upstream of the transcription start site) (Fig. 5B). We also detected BRG1 enrichment at an intronic region (+72 bp downstream of the transcription start site) of the *Icam1* gene (Fig. 5C). Collectively, these findings demonstrate that CHD4 and BRG1 work antagonistically in regulating *Icam1* expression in ECs.

**Fig. 5.**
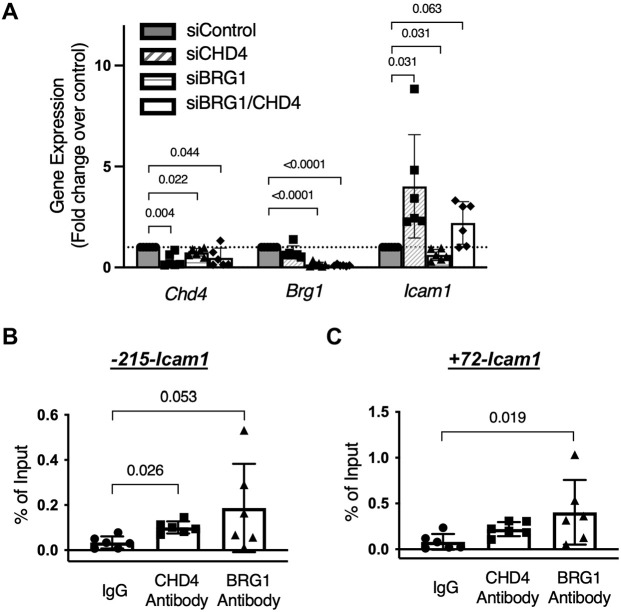
**CHD4 and BRG1 antagonistically regulate *Icam1* transcription in cultured murine ECs.** (A) qRT-PCR analysis of *Chd4*, *Brg1* and *Icam1* gene transcripts after CHD4 and/or BRG1 knockdown in MS1 ECs (*n*=6 independent experiments). The dotted line shows the relative expression in cells treated with control siRNA. (B,C) ChIP-qPCR was used to determine the enrichment of CHD4 and BRG1 at regions 215 bp upstream (−215) and 72 bp downstream (+72) of the *Icam1* transcription start site in MS1 ECs. *n*=6 independent immunoprecipitations (individual symbols). Data are represented as mean (±s.d.). One-sample, two-tailed *t*-tests were used for the analysis in A. For B and C, a Kruskal–Wallis test with Dunn's multiple comparisons post-hoc test was used due to nonparametric data distribution.

### Carprofen treatment combined with plasminogen deficiency rescues *Chd4-ECko* lethality

Since we observed evidence of excessive plasmin activation and inflammation in *Chd4* mutant livers, we questioned whether genetic deletion of *Plg* combined with an anti-inflammatory treatment could rescue *Chd4-ECko* liver phenotypes and lethality. We performed timed matings to generate *Chd4-ECko* embryos with *Plg* deficiency, as before, and treated pregnant dams with saline (vehicle control) or the nonsteroidal anti-inflammatory drug carprofen (20 mg/kg) for three consecutive days starting at E12.5 (Fig. 6A). We then assessed embryonic lethality in *Plg*^+/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryos at E17.5 since we had observed a slight improvement in *Plg*^+/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryonic survival at baseline (81.3% lethality; Fig. 2F). We found the lethality of *Plg*^+/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryos dropped from 86% (saline treated) to 37.5% after carprofen treatment (Fig. 6B). We also assessed embryos histologically at E14.5 and found erythrocyte accumulation in saline-treated *Plg*^+/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* livers was eliminated after carprofen treatment (Fig. 6C,D). Additionally, the widespread apoptosis that we detected in saline-treated *Plg*^+/−^*;Chd4^fl/fl^;VE-cadherin-Cre^+^* livers was diminished after carprofen treatment (Fig. 6E,F). Notably, treating *Chd4* mutants with carprofen alone still resulted in 89% lethality (Table 1), demonstrating that the improved survival in carprofen-treated *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryos was not achieved by the nonsteroidal anti-inflammatory drug alone. Therefore, both plasmin activation and sterile inflammation synergistically contributed to *Chd4-ECko* embryonic liver deterioration and lethality.

**Fig. 6.**
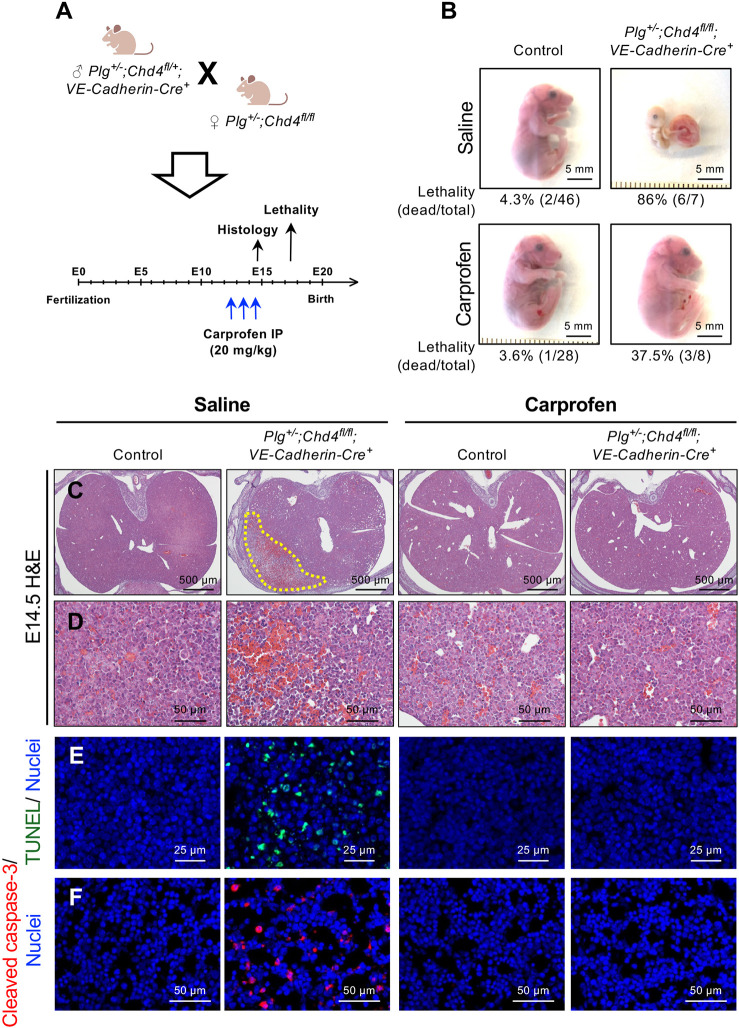
**Combining anti-inflammatory carprofen treatment and genetic plasminogen deficiency rescues *Chd4-ECko* lethality efficiently.** (A) Schematic of the experimental design for the combination treatment of carprofen (20 mg/kg) and *Plg* deficiency in *Chd4^fl/fl^;VE-cadherin-Cre^+^* mutants. (B) Representative images and lethality rates of control and *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* embryos after saline and carprofen treatment at E17.5. (C,D) H&E staining of saline- and carprofen-treated control and *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* livers at E14.5. The dotted outline indicates liver deterioration and erythrocyte accumulation. (E) Representative images of TUNEL staining (green) in saline- and carprofen-treated control and *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* liver sections at E14.5. *n*≥2 embryos for each genotype. (F) Representative images of immunostaining for cleaved caspase-3 (red) in saline- and carprofen-treated control and *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* liver sections at E14.5. *n*≥2 embryos for each genotype. Nuclei were counterstained with Hoechst dye (blue).

**Table 1.** Lethality of carprofen-treated embryos at E17.5 (*Chd4^fl/fl^×Chd4^fl/+^;VE-cadherin-Cre^+^*)

Genotype	Saline	Carprofen
Control	0/27 (0%)	0/35 (0%)
*Chd4^fl/fl^;VE-cadherin-Cre^+^*	11/11 (100%)	8/9 (89%)

Lethality is defined as the number of dead embryos out of the total number of embryos (also expressed as a percentage).

*P*>0.9999 examined by Fisher's exact test.

## DISCUSSION

Embryonic vessels expand to support organ growth during fetal development. Therefore, vascular defects during development can lead to cell death, organ degeneration and embryonic lethality. This study demonstrates that the endothelial chromatin remodelers CHD4 and BRG1 have antagonistic effects on the activity of the protease plasmin and on sterile inflammation in fetal livers. We found that treatment with the anti-inflammatory drug carprofen, combined with plasminogen deficiency, successfully prevented liver degeneration and embryonic lethality. This indicates that ECs have the capacity to play a pro-inflammatory role in embryonic murine livers and highlights the need for their tight regulation to ensure normal liver growth.

### Increased plasmin activity only partially contributes to *Chd4-ECko* lethality

When we began this study, we assumed that excessive plasmin activity was the primary driver of embryonic *Chd4-ECko* liver deterioration and lethality. This assumption was based on our previous report that genetic deletion of the gene encoding the plasmin activator uPA delays embryonic death in endothelial *Chd4* mutants (Crosswhite et al., 2016). We hypothesized that loss of the plasmin precursor, plasminogen (*Plg*), would more effectively prevent death of *Chd4-ECko* mutants. However, *Plg* deficiency provided minimal rescue of *Chd4* lethality, with only three out of 16 *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* mutants surviving to E17.5 (81.3% lethality; Fig. 2F). Interestingly, we observed a greater rescue effect when *Plg*-deficient endothelial *Chd4* mutants were generated from *Plg^−/−^* dams (Fig. S2B). These findings indicate a potential role for maternal plasminogen in influencing the liver phenotypes seen in *Chd4-ECko* mutants. However, further investigation is needed to determine how maternal plasminogen crosses the placenta into fetal circulation. Notably, *Brg1/Chd4-ECdko* mutants exhibited the most significant rescue of *Chd4-ECko* lethality among all the rescue effects we observed, although admittedly not all *Brg1/Chd4-ECdko* mutants survived until E17.5 (one out of eight embryos was dead upon dissection; Fig. 1B). The reason for this incomplete rescue and for the 18.8% lethality of *Brg1-ECko* embryos we likewise detected at E17.5 (Fig. 1B) is still unclear. Nevertheless, our observation that more *Brg1/Chd4-ECdko* mutants survived to E17.5 than did *Plg^+/−^;Chd4^fl/fl^;VE-cadherin-Cre^+^* mutants indicates that endothelial BRG1 and CHD4 antagonistically impact more than just plasmin activation in embryonic livers.

### Potential roles of plasmin and uPAR in promoting inflammation

While the role of the plasminogen activation system in fibrinolysis is well-recognized, there is increasing evidence that it also serves as a potent regulator of additional processes, including inflammation (Smith and Marshall, 2010; Doeuvre et al., 2010; Syrovets et al., 2012; Draxler et al., 2017; Hamada et al., 2024). For example, plasmin and uPAR promote inflammation across multiple cell types by facilitating cellular activation, cytokine production, chemotaxis, cell death and cyclooxygenase 2 (COX2; PTGS2) production (Chang et al., 1993; Gyetko et al., 2000, 2001; Syrovets et al., 2001; Burysek et al., 2002; Rossignol et al., 2006; Doeuvre et al., 2010; Syrovets et al., 2012; Draxler et al., 2017; Hamada et al., 2024). Additionally, plasmin has been shown to induce ICAM1 expression in human umbilical vein ECs (Li et al., 2013), and uPAR is required for leukocyte recruitment to the lung in response to *Pseudomonas aeruginosa* infection (Gyetko et al., 2000). In the case of uPAR, this receptor can coordinate cellular signaling through interactions with vitronectin, integrins and growth factor receptors (Blasi and Carmeliet, 2002; Smith and Marshall, 2010; Hamada et al., 2024), so it may mediate mechanisms in addition to plasmin activation to promote inflammation. Future experiments will be needed to determine whether the elevated uPAR expression in *Chd4-ECko* mutants contributes to the sterile inflammation and liver deterioration that is not effectively rescued by *Plg* deletion alone.

### Roles of endothelial BRG1 and CHD4 in mediating sterile inflammation

Previous reports indicate that chromatin-remodeling enzymes interact to regulate inflammatory gene expression. For example, BRG1 and CHD4 antagonistically regulate the transcription of inflammatory genes in a cultured macrophage line upon lipopolysaccharide stimulation (Ramirez-Carrozzi et al., 2006). Moreover, BRG1 promotes TNFα expression following liver and kidney injury (Naito et al., 2009; Wang et al., 2023). TNFα is known to cause apoptosis and liver degeneration in mouse embryos with impaired NFκB signaling (Doi et al., 1999; Li et al., 1999; Rudolph et al., 2000). Consistent with this evidence that unchecked TNFα signaling is detrimental to embryonic liver development, *Chd4-ECko* livers exhibited increased *Tnf* transcripts and activated TNFα signaling (Fig. 3C,F,G). However, we did not observe CHD4 interacting with the *Tnf* gene locus in the murine ECs we analyzed, so we suspect that *Tnf* is not a direct CHD4 target gene in ECs and that elevated *Tnf* expression in *Chd4-ECko* livers is an indirect consequence of *Chd4* deletion.

Meanwhile, BRG1 and BRM (SMARCA2), alternative remodeling enzymes belonging to SWI/SNF complexes, mediate the expression of ICAM1 and VCAM1 in ECs during the progression of atherosclerosis (Fang et al., 2013). BRG1 is reported to promote *Icam1* transcription through binding its intronic regions in both cultured ECs and glioma cell lines (Fang et al., 2013; Kesanakurti et al., 2013). This is consistent with our observations that BRG1 is enriched in the intronic region of *Icam1* in murine MS1 ECs (Fig. 5C). In this study, we provide additional evidence that CHD4 works antagonistically with BRG1 in regulating *Icam1* expression in ECs (Fig. 5A). We speculate that elevated ICAM1 expression in *Chd4-ECko* ECs may tip the hepatic environment toward detrimental sterile inflammation, thereby disrupting the normal organogenesis mediated by TNFα-triggered NFκB signaling (Li et al., 1999; Doi et al., 1999; Rudolph et al., 2000; Rosenfeld et al., 2000). Nevertheless, we acknowledge that additional genetic deletion of *Icam1* or *Tnf* in *Chd4-ECko* mutants would be required to clarify the respective contributions of ICAM1 and TNF to liver degeneration and lethality in *Chd4-ECko* embryos.

Finally, the impact of sterile inflammation on hepatic vascular phenotypes and hematopoiesis is worth considering in this study. Inflammatory cytokines and ICAM1 are known to impair EC barrier function and mediate vascular permeability (Wójciak-Stothard et al., 1998; Bui et al., 2020). We noticed that sinusoidal capillaries in *Chd4-ECko* livers exhibited a larger capillary diameter than those of littermate controls (Fig. S6C). However, this phenotype was also evident in *Brg1/Chd4-ECdko* livers (Fig. S6C), despite the concomitant reduction in inflammatory cytokines and endothelial ICAM1 expression in these double mutants (Figs 3F,G, 4A-C). Therefore, although *Chd4-ECko* livers exhibit dilated sinusoids, this dilation is not likely to be caused by sterile inflammation or to be associated with erythrocyte accumulation or liver degeneration, which are rescued in *Brg1/Chd4-ECdko* livers that likewise have dilated sinusoids. As for hematopoiesis, the process appears to be normal in p65 and IKKβ knockout livers with compromised NFκB signaling and aberrant TNFα signaling (Beg et al., 1995; Li et al., 1999). However, there is abundant evidence that ICAM1 and inflammatory cytokines may influence hematopoiesis in other contexts (Orelio et al., 2009; Li et al., 2014; Espin-Palazon et al., 2014; Liu et al., 2018; Collins et al., 2021). Therefore, future studies could address whether hematopoiesis is dysregulated in *Chd4-ECko* mutant livers prior to lethality.

Overall, this study reveals that ECs play a crucial role in embryonic liver development through their precise transcriptional regulation of plasmin activation and sterile inflammation. These findings underscore the significant functions of ECs in ensuring proper liver development and provide insights about the synergistic and detrimental effects of plasmin and inflammation in the liver.

### Limitations of study

To obtain practical odds of recovering single- and double-mutant embryos within the same litter, we used *Brg1^fl/fl^;Chd4^fl/fl^* females, rather than *Brg1^fl/+^;Chd4^fl/+^* females, for timed matings (Fig. 1A). We acknowledge that the single mutants generated with this strategy are heterozygous for the other chromatin remodeler. However, because we still observed 100% lethality in *Chd4-ECko* mutants, these data indicate that loss of a single *Brg1* allele cannot rescue *Chd4*-associated lethality. In addition, we did not always obtain Cre-negative littermate *Brg1^fl/fl^;Chd4^fl/fl^* control embryos alongside single-mutant or double-mutant embryos. Therefore, we also used embryos lacking *Cre* but carrying at least one floxed allele for both *Brg1* and *Chd4* as controls in this study. Finally, the embryonic liver is the major hematopoietic organ at the time the *Chd4-ECko* phenotype emerges, and at this stage it contains a heterogeneous mixture of immune cells that contribute to normal liver development (Si-Tayeb et al., 2010; Rezvani et al., 2026). Although we did not observe changes in the immune cell markers we analyzed in *Chd4* mutants, we cannot exclude the possibility that a subset of immune cells, including specific macrophages, contributes to the rescue observed in *Brg1/Chd4-ECdko* livers.

## MATERIALS AND METHODS

### Mouse lines and embryo dissections

*Brg1-floxed* mice (Sumi-Ichinose et al., 1997), *Chd4-floxed* mice (Williams et al., 2004), *VE-Cadherin-Cre* transgenic mice (Alva et al., 2006), *Plg*-deficient mice (Ploplis et al., 1995) and *Vav-iCre* transgenic mice (de Boer et al., 2003) were generated and genotyped as described (Griffin et al., 2008; Curtis and Griffin, 2012; Wiley et al., 2015; Gao et al., 2018; Colijn et al., 2020). *Brg1^fl/fl^;Chd4^fl/fl^* mice were bred to *Brg1^fl/+^;Chd4^fl/+^;VE-Cadherin-Cre* mice to generate *Brg1-ECko*, *Chd4-ECko* and *Brg1/Chd4-ECdko* mutants, which were maintained on a mixed genetic background. *Chd4^fl/fl^;Plg^+l−^* or *Chd4^fl/fl^;Plg^−l−^* mice were bred to *Chd4^fl/+^;Plg^+l−^;VE-Cadherin-Cre* mice to generate *Plg*-deficient *Chd4* mutant embryos. Mice used for timed matings ranged from 8 weeks to 1 year of age. Noon on the day of vaginal plug detection was designated as E0.5. Embryonic yolk sacs were genotyped, and littermates that tested negative for Cre recombinase were used as controls to minimize potential genetic background effects. Saline or carprofen (Pivetal^®^ LEVAFEN™ injection, 20 mg/kg) was administered via intraperitoneal injection to the dams for three consecutive days starting from E12.5. Whole embryos were collected for histological analysis, and embryonic livers were isolated for the indicated experiments. Mouse embryo images were captured using a Nikon SMZ800 stereomicroscope and Nikon DS-Fi1 camera. All mice were fed with a standard diet (LabDiet 5053 - PicoLab^®^ Rodent Diet 20, composed of 20% protein and 4.5% fat) and were housed at the Oklahoma Medical Research Foundation (OMRF), which is an American Association for Accreditation of Laboratory Animal Care (AAALAC) accredited facility. Animal care was provided in accordance with the procedures outlined in the Guide for Care and Use of Laboratory Animal (National Academies Press; Washington, D.C.; 1996). All animal experiments were conducted under the approval of the OMRF Institutional Animal Care and Use Committee (IACUC, #24-27). Data from male and female embryos were pooled into one group for analysis since no obvious gender effects were observed. Experimental animals were selected based on genotype; the small numbers of experimental (i.e. mutant) animals within each litter excluded a need for randomization of this category.

### *In situ* zymography

Plasmin activity was assessed using the plasmin-specific fluorogenic substrate Boc-Glu-Lys-Lys-MCA (Peptide Institute Inc., 3105-v) as previously described (Gao et al., 2018). Freshly collected unfixed liver cryosections (12 μm) were obtained from E14.5 embryos. Sections were overlaid with *in situ* zymography solution containing 1% Ultra Pure LMP Agarose (Invitrogen, 16520), 0.4 mM Boc-Glu-Lys-Lys-MCA, and 1 U/ml human Glu-plasminogen (Sigma-Aldrich). Overlaid sections were coverslipped and incubated for 1 h at 37°C. To confirm that MCA cleavage was dependent on plasmin, plasminogen-free *in situ* zymography solution was used as a negative control. Substrate fluorescence was detected by an Eclipse Ti-E epifluorescence microscope (Nikon) and analyzed with Nikon Element (v4) or Fiji software.

### Histology and TUNEL assay

Embryos were fixed overnight at 4°C in 4% paraformaldehyde diluted in PBS. After fixation, samples were dehydrated and embedded in paraffin for sectioning. Paraffin sections (4 μm) were prepared for Hematoxylin and Eosin (H&E) staining. Brightfield images of these sections were captured using an Eclipse 80i microscope (Nikon) and a DS-Fi1 camera (Nikon). For TUNEL staining, paraffin sections or cryosections from E14.5 control and mutant livers were analyzed with the *In situ* Cell Death Detection Kit, fluorescein (Roche, 11684795910). In brief, paraffin sections were deparaffinized and rehydrated, while cryosections were rinsed in PBS to remove optimal cutting temperature compound (O.C.T.; Sakura Finetek). Sections were subjected to proteinase K digestion (20 μg/ml) for 30 min at 37°C, followed by incubation with the TUNEL reaction mixture (fluorescein-dUTP) for 1 h at 37°C, and then rinsed three times with PBS. After TUNEL labeling, performed immunostaining for cleaved caspase-3 and nuclear staining, if needed, were performed. Sections without TUNEL enzyme solution served as negative controls. Finally, slides were mounted using ProLong Gold mountant (Thermo Fisher Scientific, P36930). Images were acquired using an Eclipse Ti-E epifluorescence microscope or an AX-R confocal microscope (Nikon) and analyzed with Nikon Elements software (v4).

### Immunofluorescence

Embryos were dehydrated using gradients of sucrose at 10%, 15% and 20% after paraformaldehyde fixation. They were then incubated overnight at 4°C in a 1:1 mixture of 20% sucrose and O.C.T. The following morning, embryos were embedded in O.C.T., and 8 μm cryosections were slide mounted for immunofluorescence. Sections were permeabilized with 0.2% Triton X-100 in PBS for 15 min and subsequently blocked with 3% bovine serum albumin (BSA) in PBS. All sections were immunostained overnight at 4°C with primary antibodies diluted in 1% BSA in PBS. The primary antibodies used were: anti-cleaved caspase-3 (1:100; Cell Signaling Technology, 9661; RRID: AB_2341188), anti-PECAM1 (1:100; BD Biosciences, 553370; RRID: AB_394816), anti-ICAM1 (1:200; R&D Systems, AF796; RRID: AB_2248703), anti-ECAD (1:200; Cell Signaling Technology, 3195; RRID: AB_2291471), anti-LYVE1 (1:200; R&D Systems, AF2125; RRID: AB_2297188), anti-PROX1 (1:200; AngioBio, 11-002P; RRID: AB_10013720), anti-CD41 (1:200; Invitrogen, MA5-16875; RRID: AB_2538353), anti-VWF (1:200; Dako, A0082; RRID: AB_2315602), anti-CD68 (1:200; Bio-Rad, MCA1957; RRID: AB_322219), anti-CD45 (1:500; R&D Systems, AF114; RRID: AB_442146), anti-F4/80 (1:400; Cell Signaling Technology, 30325; RRID: AB_2798990), anti-MPO (1:200; Thermo Fisher Scientific, RB-373-A0; RRID: AB_59598), anti-TER119 (1:400; R&D Systems, MAB1125; RRID: AB_2297123) and anti-SMA (1:500; Sigma-Aldrich, A5228; RRID: AB_262054). Sections were washed three times with cold PBS and then incubated for 1 h at room temperature with secondary antibodies diluted to 1:500 in 1% BSA in PBS. Secondary antibodies used were: Cy3 donkey anti-rabbit IgG, Cy5 donkey anti-rabbit IgG, Alexa 488 donkey anti-goat IgG, Cy3 donkey anti-goat IgG, Cy5 donkey anti-goat IgG, Cy5 donkey anti-rat IgG (1:500 each; Jackson ImmunoResearch, 711-166-152, 711-175-152, 705-545-147, 705-166-147, 705-175-147, 712-175-153, respectively) and Alexa 488 donkey anti-rat IgG (1:500; Invitrogen, A21208). For nuclear counterstaining, sections were treated with 10 μg/ml Hoechst 33342 (Biotium, 40046) for 5 min. After immunostaining, slides were mounted using ProLong Gold antifade mountant (Thermo Fisher Scientific, P36930). Images were collected using either an Eclipse Ti-E epifluorescence microscope or an AX-R confocal microscope from Nikon and were analyzed with either Nikon Elements (v4) or Fiji software.

### LSEC isolation

LYVE1^+^ LSECs were isolated as previously described (Crosswhite et al., 2016). E12.5 embryonic livers were digested with digestion solution (1.5 mg/ml collagenase B, 1 U/ml DNase and 1.5 mg/ml dispase II in Dulbecco's Modified Eagle Medium) for 15 min at 37°C. After digestion, cells were pelleted by centrifugation at 300 ***g*** for 10 min at 4°C. Red blood cells were removed using 1 ml of ammonium-chloride-potassium lysing buffer (150 mmol/l ammonium chloride, 10 mmol/l sodium bicarbonate and 1 mmol/l EDTA; pH 7.4) for 5 min. The cell suspension was then strained through a 70-μm cell strainer and resuspended in a mixture of Dynabeads Protein G (Invitrogen, 10004D) and LYVE1 antibody (R&D Systems, AF2125) complexes, using 10 μl of beads and 1.3 μg of antibody per sample. The mixture was incubated for 30 min at 4°C. Immunoprecipitated LSECs and non-EC liver cells were separated with a magnetic stand and lysed in TRIzol (Invitrogen, 15596026) for gene expression analysis.

### Cell culture and siRNA transfection

The MS1 adult murine pancreatic EC line (ATCC, CRL-2279) was cultured in Dulbecco's Modified Eagle Medium supplemented with 5% fetal bovine serum. Cells were maintained in a 37°C incubator with a humidified atmosphere of 5% CO_2_ and tested to confirm freedom from *Mycoplasma* contamination. For siRNA-mediated gene knockdown, MS1 cells were plated in 12-well plates 1 day before being transfected with 50 pmol of BRG1*-*specific (Ambion, s73999), CHD4*-*specific (Ambion, s99014) or nonspecific control (Ambion, AM4635) siRNA oligos. Transfections were performed using Lipofectamine RNAiMAX Transfection Reagent (Invitrogen, 13778150), following the manufacturer's protocol. Twenty-four hours after transfection, cells were serum-starved in medium containing 0.5% fetal bovine serum. RNA was extracted for gene expression analysis 48 h post-transfection.

### RNA extraction and qRT-PCR

Total RNA was extracted from livers, LSECs or MS1 cells using TRIzol, followed by purification with the RNeasy Mini Prep Kit (QIAGEN, 74106). RNA samples (0.1-1 μg) were converted to cDNA using the iScript cDNA Synthesis Kit (Bio-Rad, 1708891). qRT-PCR analysis was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, 1725274) and analyzed on a CFX96 Real-Time PCR thermocycler (Bio-Rad) according to the manufacturer's instructions. Target gene expression was normalized against at least two reference genes: *Actb*, *Gapdh*, *Rn18s* or *Rpl13a*. The primers used were as follows: *Brg1* forward (5′-CAGTGGCTCAAGGCTATCG-3′), *Brg1* reverse (5′-TGTCTCGCTTACGCTTACG-3′); *Chd4* forward (5′-TCCTCTGTCCACCATCATCA-3′), *Chd4* reverse (5′-ACCCAAGATGGCCATATCAA-3′); *Plaur* forward (5′-GGCTTAGATGTGCTGGGAAA-3′), *Plaur* reverse (5′-CAATGAGGCTGAGTTGAGCA-3′); *Stab2* forward (5′-ATTGCTCTGGCTGCCTACTC-3′), *Stab2* reverse (5′-GTTGGCTGGCTTCTCACATC-3′); *Afp* forward (5′-AGTTTCCAGAACCTGCCGAG-3′), *Afp* reverse (5′-ACCTTGTCGTACTGAGCAGC-3′); *Tnf* forward (5′-CAGGCGGTGCCTATGTCT-3′), *Tnf* reverse (5′-AGGGTCTGGGCCATAGAACT-3′); *Il6* forward (5′-CAAAGCCAGAGTCCTTCAGAG-3′), *Il6* reverse (5′-TGGTCCTTAGCCACTCCTTC-3′); *Il1b* forward (5′-ACCAACAAGTGATATTCTCCATG-3′), *Il1b* reverse (5′-ATCCACACTCTCCAGCTGC-3′); *Icam1* forward (5′-CAATTTCTCATGCCGCACAG-3′), *Icam1* reverse (5′-AGCTGGAAGATCGAAAGTCCG-3′); *Vcam1* forward (5′-TGAACCCAAACAGAGGCAGAGT-3′), *Vcam1* reverse (5′-GGTATCCCATCACTTGAGCAGG-3′); *Actb* forward (5′-TGTTACCAACTGGGACGACA-3′), *Actb* reverse (5′-GGGGTGTTGAAGGTCTCAAA-3′); *Gapdh* forward (5′-TCAACGGCACAGTCAAGG-3′), *Gapdh* reverse (5′-ACTCCACGACATACTCAGC-3′); *Rn18s* forward (5′-CCCGAAGCGTTTACTTTGAAA-3′), *Rn18s* reverse (5′-CGCGGTCCTATTCCATTATTC-3′); *Rpl13a* forward (5′-GGATCCCTCCACCCTATGACA-3′), *Rpl13a* reverse (5′-CTGGTACTTCCACCCGACCTC-3′). For all transcript analyses, transcript counts from mutant embryos were normalized to littermate controls to enable combined results across multiple litters. Statistical analysis was then performed after this normalization.

### ChIP-qPCR

ChIP experiments were performed using the Active Motif ChIP-IT^®^ Express Kit, following the manufacturer's instructions. MS1 cells were cultured in 150-mm dishes without reaching full confluency. Cells were prepared by fixing the monolayer with 1% formaldehyde in serum-free media for 10 min at room temperature. After washing with cold PBS, 1× glycine solution was applied to cells to inhibit cross-linking. Cells were then pelleted, resuspended in lysis buffer, and incubated on ice for 15 min. Nuclei were isolated through Dounce homogenization (ten strokes) and subsequently pelleted by centrifugation at 500 ***g*** at 4°C for 10 min. Pelleted nuclei were resuspended in 350 μl of shearing buffer and sonicated with a Misonix S-4000 sonicator (12 cycles of 20-second on/off pulses with an amplitude of 45) to achieve DNA fragments averaging 500 base pairs in length. Sheared chromatin was incubated with either 6 μg of IgG isotype control, anti-CHD4 (Abcam, ab70469; RRID: AB_2229454) or anti-BRG1 antibodies (Santa Cruz Biotechnology, sc-17796, RRID: AB_626762; Novus Biologicals, NB100-2594, RRID: AB_2191852) and rotated end-to-end at 4°C overnight. After incubation, precipitated samples were washed, eluted, and reverse cross-linked, with subsequent protein digestion performed using proteinase K. Interactions involving CHD4 and BRG1 were analyzed through qPCR. For the *Plaur* gene, the following primers were used: 5′-ACTGAGCCGCTCTGAGTGAT-3′ and 5′-CCAGGGGAAAAACAAGTTGA-3′. For the 215 bp region upstream of the *Icam1* gene (−*215-Icam1*), the following primers were used: 5′-ACTCACCTGCTGGTCTCTGA-3′ and 5′-GCCCCTGCGATCTAGGAATTT-3′. For the 72 bp region downstream of the *Icam1* gene (*+72-Icam1*), the following primers were used: 5′-CACGCTACCTCTGCTCCTG-3′ and 5′-TGGGTCCTGGAGTTTGGAGA-3′. For the exon 1 region of the *Tnf* gene, the following primers were used: 5′-GCAGGTTCTGTCCCTTTCAC-3′ and 5′-AGTGCCTCTTCTGCCAGTTC-3′. For the exon 4 region of the *Tnf* gene, the following primers were used: 5′-TATGGCTCAGGGTCCAACTC-3′ and 5′-GCTCCAGTGAATTCGGAAAG-3′.

### LSEC RNA-Seq and analysis

LSECs were isolated from E12.5 embryonic livers as described in the LSEC isolation section, with a few modifications. Transcription inhibitors, including 5 μg/ml actinomycin D, 10 μM triptolide and 10 μg/ml anisomycin, were added to the digestion solution (Ocañas et al., 2022). Additionally, CD146 MicroBeads (Miltenyi, 130-092-007) were utilized to separate LSECs from non-EC liver cells. Total RNA was extracted following previously established methods, which included an on-column DNase digestion step. RNA quality was assessed using RNA ScreenTape on a TapeStation 4200 (Agilent). Library preparation and RNA sequencing (Novaseq PE150, 20 million reads) were conducted by the Clinical Genomics Center at the Oklahoma Medical Research Foundation. Repeated guanines in raw FASTQ reads from all samples were uniformly trimmed, and quality control measures were performed. Alignment to the mouse genome (GRCm39/mm39) and differential expression analysis were executed using CLC Genomics Workbench (QIAGEN). Genes exhibiting a log_2_ fold change >1 and an adjusted *P*-value <0.05 compared to LSEC-Control were classified as DEGs. Volcano plots, principal component analysis, and heatmaps were generated using R. GSEA was performed by computing overlaps with LSEC datasets and the Molecular Signatures Database gene sets using the GSEA software tool from the Broad Institute (Subramanian et al., 2005). GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed using the web-based portal Metascape (Zhou et al., 2019).

### Statistics

Prism 10.0 software (GraphPad) was used for all statistical assessments. For *in vivo* experiments, each data point represents a biological replicate from a single embryo. For *in vitro* experiments using cultured MS1 cells, each data point represents a technical replicate from a single lot of cells. The ‘*n*’ numbers in the figure legends reflect these distinctions. Statistically analyzed data are presented as mean (±s.d.), and associated numbers indicate adjusted *P*-values. Data points identified as outliers by the ROUT method in Prism were excluded. Tests for normality (D'Agostino–Pearson and Shapiro–Wilk) and equal variance (Brown–Forsythe) were used to determine the appropriate parametric or non-parametric statistical model. In general, the comparison between two groups was assessed by one-sample *t*-tests (Figs 2B and 5A). Comparison of multiple means was made using a one-way ANOVA or a Kruskal–Wallis test, as appropriate, with relevant post-hoc tests (Dunnett's or Dunn's, respectively).

### Use of artificial intelligence tools

This article was written with the assistance of ChatGPT and Grammarly, which were used to correct grammatical errors and enhance clarity. The authors subsequently reviewed and edited the content as necessary and take full responsibility for the publication's final content.

## Supplementary Material

10.1242/develop.205538_sup1 Supplementary information

## References

[DEV205538C1] Alva, J. A., Zovein, A. C., Monvoisin, A., Murphy, T., Salazar, A., Harvey, N. L., Carmeliet, P. and Iruela-Arispe, M. L. (2006). VE-cadherin-Cre-recombinase transgenic mouse: a tool for lineage analysis and gene deletion in endothelial cells. *Dev. Dyn.* 235, 759-767. 10.1002/dvdy.2064316450386

[DEV205538C2] Amenta, P. S. and Harrison, D. (1997). Expression and potential role of the extracellular matrix in hepatic ontogenesis: a review. *Microsc. Res. Tech.* 39, 372-386. 10.1002/(SICI)1097-0029(19971115)39:4<372::AID-JEMT7>3.0.CO;2-J9407547

[DEV205538C3] Augustin, H. G. and Koh, G. Y. (2017). Organotypic vasculature: from descriptive heterogeneity to functional pathophysiology. *Science* 357, eaal2379. 10.1126/science.aal237928775214

[DEV205538C4] Beg, A. A., Sha, W. C., Bronson, R. T., Ghosh, S. and Baltimore, D. (1995). Embryonic lethality and liver degeneration in mice lacking the RelA component of NF-κB. *Nature* 376, 167-170. 10.1038/376167a07603567

[DEV205538C5] Bishop, A. J., Israels, L. G., Chernick, V. and Israels, E. D. (1971). Placental transfer of intravascular coagulation between mother and fetus. *Pediatr. Res.* 5, 113-125. 10.1203/00006450-197103000-00003

[DEV205538C6] Blasi, F. and Carmeliet, P. (2002). uPAR: a versatile signalling orchestrator. *Nat. Rev. Mol. Cell Biol.* 3, 932-943. 10.1038/nrm97712461559

[DEV205538C7] Boulter, L., Lu, W.-Y. and Forbes, S. J. (2013). Differentiation of progenitors in the liver: a matter of local choice. *J. Clin. Invest.* 123, 1867-1873. 10.1172/JCI6602623635784 PMC3635730

[DEV205538C8] Brenner, D., Blaser, H. and Mak, T. W. (2015). Regulation of tumour necrosis factor signalling: live or let die. *Nat. Rev. Immunol.* 15, 362-374. 10.1038/nri383426008591

[DEV205538C9] Bui, T. M., Wiesolek, H. L. and Sumagin, R. (2020). ICAM-1: a master regulator of cellular responses in inflammation, injury resolution, and tumorigenesis. *J. Leukoc. Biol.* 108, 787-799. 10.1002/JLB.2MR0220-549R32182390 PMC7977775

[DEV205538C10] Burysek, L., Syrovets, T. and Simmet, T. (2002). The serine protease plasmin triggers expression of MCP-1 and CD40 in human primary monocytes via activation of p38 MAPK and janus kinase (JAK)/STAT signaling pathways. *J. Biol. Chem.* 277, 33509-33517. 10.1074/jbc.M20194120012093796

[DEV205538C11] Chang, W. C., Shi, G. Y., Chow, Y. H., Chang, L. C., Hau, J. S., Lin, M. T., Jen, C. J., Wing, L. Y. and Wu, H. L. (1993). Human plasmin induces a receptor-mediated arachidonate release coupled with G proteins in endothelial cells. *Am. J. Physiol.* 264, C271-C281. 10.1152/ajpcell.1993.264.2.C2718383426

[DEV205538C12] Chang, S., Young, B. D., Li, S., Qi, X., Richardson, J. A. and Olson, E. N. (2006). Histone deacetylase 7 maintains vascular integrity by repressing matrix metalloproteinase 10. *Cell* 126, 321-334. 10.1016/j.cell.2006.05.04016873063

[DEV205538C13] Clark, P. R., Manes, T. D., Pober, J. S. and Kluger, M. S. (2007). Increased ICAM-1 expression causes endothelial cell leakiness, cytoskeletal reorganization and junctional alterations. *J. Invest. Dermatol.* 127, 762-774. 10.1038/sj.jid.570067017195014

[DEV205538C14] Colijn, S., Gao, S., Ingram, K. G., Menendez, M., Muthukumar, V., Silasi-Mansat, R., Chmielewska, J. J., Hinsdale, M., Lupu, F. and Griffin, C. T. (2020). The NuRD chromatin-remodeling complex enzyme CHD4 prevents hypoxia-induced endothelial *Ripk3* transcription and murine embryonic vascular rupture. *Cell Death Differ.* 27, 618-631. 10.1038/s41418-019-0376-831235857 PMC7206092

[DEV205538C15] Collins, A., Mitchell, C. A. and Passegue, E. (2021). Inflammatory signaling regulates hematopoietic stem and progenitor cell development and homeostasis. *J. Exp. Med.* 218, e20201545. 10.1084/jem.2020154534129018 PMC8210624

[DEV205538C16] Crosswhite, P. L., Podsiadlowska, J. J., Curtis, C. D., Gao, S., Xia, L., Srinivasan, R. S. and Griffin, C. T. (2016). CHD4-regulated plasmin activation impacts lymphovenous hemostasis and hepatic vascular integrity. *J. Clin. Invest.* 126, 2254-2266. 10.1172/JCI8465227140400 PMC4887170

[DEV205538C17] Curtis, C. D. and Griffin, C. T. (2012). The chromatin-remodeling enzymes BRG1 and CHD4 antagonistically regulate vascular Wnt signaling. *Mol. Cell. Biol.* 32, 1312-1320. 10.1128/MCB.06222-1122290435 PMC3302445

[DEV205538C18] Curtis, C. D., Davis, R. B., Ingram, K. G. and Griffin, C. T. (2012). Chromatin-remodeling complex specificity and embryonic vascular development. *Cell. Mol. Life Sci.* 69, 3921-3931. 10.1007/s00018-012-1023-422618247 PMC3661716

[DEV205538C19] Davis, G. E. and Senger, D. R. (2005). Endothelial extracellular matrix: biosynthesis, remodeling, and functions during vascular morphogenesis and neovessel stabilization. *Circ. Res.* 97, 1093-1107. 10.1161/01.RES.0000191547.64391.e316306453

[DEV205538C20] Davis, R. B., Curtis, C. D. and Griffin, C. T. (2013). BRG1 promotes COUP-TFII expression and venous specification during embryonic vascular development. *Development* 140, 1272-1281. 10.1242/dev.08737923406903 PMC3585661

[DEV205538C21] De Boer, J., Williams, A., Skavdis, G., Harker, N., Coles, M., Tolaini, M., Norton, T., Williams, K., Roderick, K., Potocnik, A. J. et al. (2003). Transgenic mice with hematopoietic and lymphoid specific expression of Cre. *Eur. J. Immunol.* 33, 314-325. 10.1002/immu.20031000512548562

[DEV205538C22] Delgado-Olguín, P., Dang, L. T., He, D., Thomas, S., Chi, L., Sukonnik, T., Khyzha, N., Dobenecker, M.-W., Fish, J. E. and Bruneau, B. G. (2014). Ezh2-mediated repression of a transcriptional pathway upstream of *Mmp9* maintains integrity of the developing vasculature. *Development* 141, 4610-4617. 10.1242/dev.11260725359725 PMC4302930

[DEV205538C23] Doeuvre, L., Plawinski, L., Goux, D., Vivien, D. and Anglés-Cano, E. (2010). Plasmin on adherent cells: from microvesiculation to apoptosis. *Biochem. J.* 432, 365-373. 10.1042/BJ2010056120846121 PMC3124466

[DEV205538C24] Doi, T. S., Marino, M. W., Takahashi, T., Yoshida, T., Sakakura, T., Old, L. J. and Obata, Y. (1999). Absence of tumor necrosis factor rescues RelA-deficient mice from embryonic lethality. *Proc. Natl. Acad. Sci. USA* 96, 2994-2999. 10.1073/pnas.96.6.299410077625 PMC15883

[DEV205538C25] Dragoni, S., Hudson, N., Kenny, B.-A., Burgoyne, T., McKenzie, J. A., Gill, Y., Blaber, R., Futter, C. E., Adamson, P., Greenwood, J. et al. (2017). Endothelial MAPKs direct ICAM-1 signaling to divergent inflammatory functions. *J. Immunol.* 198, 4074-4085. 10.4049/jimmunol.160082328373581 PMC5421301

[DEV205538C26] Draxler, D. F., Sashindranath, M. and Medcalf, R. L. (2017). Plasmin: a modulator of immune function. *Semin. Thromb. Hemost.* 43, 143-153. 10.1055/s-0036-158622727677178

[DEV205538C27] Espin-Palazon, R., Stachura, D. L., Campbell, C. A., García-Moreno, D., Del Cid, N., Kim, A. D., Candel, S., Meseguer, J., Mulero, V. and Traver, D. (2014). Proinflammatory signaling regulates hematopoietic stem cell emergence. *Cell* 159, 1070-1085. 10.1016/j.cell.2014.10.03125416946 PMC4243083

[DEV205538C28] Fang, F., Chen, D., Yu, L., Dai, X., Yang, Y., Tian, W., Cheng, X., Xu, H., Weng, X., Fang, M. et al. (2013). Proinflammatory stimuli engage Brahma related gene 1 and Brahma in endothelial injury. *Circ. Res.* 113, 986-996. 10.1161/CIRCRESAHA.113.30129623963727 PMC4049295

[DEV205538C29] Gao, S., Silasi-Mansat, R., Behar, A. R., Lupu, F. and Griffin, C. T. (2018). Excessive plasmin compromises hepatic sinusoidal vascular integrity after acetaminophen overdose. *Hepatology* 68, 1991-2003. 10.1002/hep.3007029729197 PMC6204085

[DEV205538C30] Gao, S., Shi, Q., Zhang, Y., Liang, G., Kang, Z., Huang, B., Ma, D., Wang, L., Jiao, J., Fang, X. et al. (2022). Identification of HSC/MPP expansion units in fetal liver by single-cell spatiotemporal transcriptomics. *Cell Res.* 32, 38-53. 10.1038/s41422-021-00540-734341490 PMC8724330

[DEV205538C31] Georgiades, P., Ogilvy, S., Duval, H., Licence, D. R., Charnock-Jones, D. S., Smith, S. K. and Print, C. G. (2002). *VavCre* transgenic mice: a tool for mutagenesis in hematopoietic and endothelial lineages. *Genesis* 34, 251-256. 10.1002/gene.1016112434335

[DEV205538C32] Goddi, A., Schroedl, L., Brey, E. M. and Cohen, R. N. (2021). Laminins in metabolic tissues. *Metabolism* 120, 154775. 10.1016/j.metabol.2021.15477533857525

[DEV205538C33] Griffin, C. T., Brennan, J. and Magnuson, T. (2008). The chromatin-remodeling enzyme BRG1 plays an essential role in primitive erythropoiesis and vascular development. *Development* 135, 493-500. 10.1242/dev.01009018094026 PMC2459551

[DEV205538C34] Griffin, C. T., Curtis, C. D., Davis, R. B., Muthukumar, V. and Magnuson, T. (2011). The chromatin-remodeling enzyme BRG1 modulates vascular Wnt signaling at two levels. *Proc. Natl. Acad. Sci. USA* 108, 2282-2287. 10.1073/pnas.101375110821262838 PMC3038709

[DEV205538C35] Guerra-Espinosa, C., Jiménez-Fernández, M., Sánchez-Madrid, F. and Serrador, J. M. (2024). ICAMs in immunity, intercellular adhesion and communication. *Cells* 13, 339. 10.3390/cells1304033938391953 PMC10886500

[DEV205538C36] Gupta, P., Oegema, T. R., Jr, Brazil, J. J., Dudek, A. Z., Slungaard, A. and Verfaillie, C. M. (1998). Structurally specific heparan sulfates support primitive human hematopoiesis by formation of a multimolecular stem cell niche. *Blood* 92, 4641-4651. 10.1182/blood.V92.12.46419845530

[DEV205538C37] Gyetko, M. R., Sud, S., Kendall, T., Fuller, J. A., Newstead, M. W. and Standiford, T. J. (2000). Urokinase receptor-deficient mice have impaired neutrophil recruitment in response to pulmonary Pseudomonas aeruginosa infection. *J. Immunol.* 165, 1513-1519. 10.4049/jimmunol.165.3.151310903758

[DEV205538C38] Gyetko, M. R., Sud, S., Sonstein, J., Polak, T., Sud, A. and Curtis, J. L. (2001). Antigen-driven lymphocyte recruitment to the lung is diminished in the absence of urokinase-type plasminogen activator (uPA) receptor, but is independent of uPA. *J. Immunol.* 167, 5539-5542. 10.4049/jimmunol.167.10.553911698423

[DEV205538C39] Hamada, M., Varkoly, K. S., Riyadh, O., Beladi, R., Munuswamy-Ramanujam, G., Rawls, A., Wilson-Rawls, J., Chen, H., McFadden, G. and Lucas, A. R. (2024). Urokinase-Type Plasminogen Activator Receptor (uPAR) in inflammation and disease: a unique inflammatory pathway activator. *Biomedicines* 12, 1167. 10.3390/biomedicines1206116738927374 PMC11201033

[DEV205538C40] Ingram, K. G., Curtis, C. D., Silasi-Mansat, R., Lupu, F. and Griffin, C. T. (2013). The NuRD chromatin-remodeling enzyme CHD4 promotes embryonic vascular integrity by transcriptionally regulating extracellular matrix proteolysis. *PLoS Genet.* 9, e1004031. 10.1371/journal.pgen.100403124348274 PMC3861115

[DEV205538C41] Kamiya, A. and Gonzalez, F. J. (2004). TNF-α regulates mouse fetal hepatic maturation induced by oncostatin M and extracellular matrices. *Hepatology* 40, 527-536. 10.1002/hep.2036215349890

[DEV205538C42] Kesanakurti, D., Chetty, C., Rajasekhar Maddirela, D., Gujrati, M. and Rao, J. S. (2013). Essential role of cooperative NF-κB and Stat3 recruitment to ICAM-1 intronic consensus elements in the regulation of radiation-induced invasion and migration in glioma. *Oncogene* 32, 5144-5155. 10.1038/onc.2012.54623178493 PMC3664652

[DEV205538C43] Kourouklis, A. P., Kaylan, K. B. and Underhill, G. H. (2016). Substrate stiffness and matrix composition coordinately control the differentiation of liver progenitor cells. *Biomaterials* 99, 82-94. 10.1016/j.biomaterials.2016.05.01627235994

[DEV205538C44] Li, Q., van Antwerp, D., Mercurio, F., Lee, K.-F. and Verma, I. M. (1999). Severe liver degeneration in mice lacking the IκB kinase 2 gene. *Science* 284, 321-325. 10.1126/science.284.5412.32110195897

[DEV205538C45] Li, Q., Syrovets, T., Simmet, T., Ding, J., Xu, J., Chen, W., Zhu, D. and Gao, P. (2013). Plasmin induces intercellular adhesion molecule 1 expression in human endothelial cells via nuclear factor-κB/mitogen-activated protein kinases-dependent pathways. *Exp. Biol. Med.* 238, 176-186. 10.1177/153537021247370023576799

[DEV205538C46] Li, Y., Esain, V., Teng, L., Xu, J., Kwan, W., Frost, I. M., Yzaguirre, A. D., Cai, X., Cortes, M., Maijenburg, M. W. et al. (2014). Inflammatory signaling regulates embryonic hematopoietic stem and progenitor cell production. *Genes Dev.* 28, 2597-2612. 10.1101/gad.253302.11425395663 PMC4248291

[DEV205538C47] Liu, Y.-F., Zhang, S.-Y., Chen, Y.-Y., Shi, K., Zou, B., Liu, J., Yang, Q., Jiang, H., Wei, L., Li, C.-Z. et al. (2018). ICAM-1 deficiency in the bone marrow niche impairs quiescence and repopulation of hematopoietic stem cells. *Stem Cell Rep.* 11, 258-273. 10.1016/j.stemcr.2018.05.016PMC611747929937143

[DEV205538C48] Löhler, J., Timpl, R. and Jaenisch, R. (1984). Embryonic lethal mutation in mouse collagen I gene causes rupture of blood vessels and is associated with erythropoietic and mesenchymal cell death. *Cell* 38, 597-607. 10.1016/0092-8674(84)90514-26467375

[DEV205538C49] Lorenz, L., Axnick, J., Buschmann, T., Henning, C., Urner, S., Fang, S., Nurmi, H., Eichhorst, N., Holtmeier, R., Bódis, K. et al. (2018). Mechanosensing by β1 integrin induces angiocrine signals for liver growth and survival. *Nature* 562, 128-132. 10.1038/s41586-018-0522-330258227

[DEV205538C50] Lorenzini, S., Bird, T. G., Boulter, L., Bellamy, C., Samuel, K., Aucott, R., Clayton, E., Andreone, P., Bernardi, M., Golding, M. et al. (2010). Characterisation of a stereotypical cellular and extracellular adult liver progenitor cell niche in rodents and diseased human liver. *Gut* 59, 645-654. 10.1136/gut.2009.18234520427399 PMC3034133

[DEV205538C51] Mahony, C. B., Cacialli, P., Pasche, C., Monteiro, R., Savvides, S. N. and Bertrand, J. Y. (2021). *Hapln1b*, a central organizer of the ECM, modulates kit signaling to control developmental hematopoiesis in zebrafish. *Blood Adv.* 5, 4935-4948. 10.1182/bloodadvances.202000152434543380 PMC9152995

[DEV205538C52] Menendez, M. T., Ong, E.-C., Shepherd, B. T., Muthukumar, V., Silasi-Mansat, R., Lupu, F. and Griffin, C. T. (2017). BRG1 (Brahma-Related Gene 1) promotes endothelial *Mrtf* transcription to establish embryonic capillary integrity. *Arterioscler. Thromb. Vasc. Biol.* 37, 1674-1682. 10.1161/ATVBAHA.117.30978528729363 PMC5570645

[DEV205538C53] Mesquita Peixoto, M., Soares-Da-Silva, F., Bonnet, V., Zhou, Y., Ronteix, G., Santos, R. F., Mailhe, M. P., Nogueira, G., Feng, X., Pereira, J. P. et al. (2025). Spatiotemporal dynamics of fetal liver hematopoietic niches. *J. Exp. Med.* 222, e20240592. 10.1084/jem.2024059239775824 PMC11706214

[DEV205538C54] Morris, S. A., Baek, S., Sung, M.-H., John, S., Wiench, M., Johnson, T. A., Schiltz, R. L. and Hager, G. L. (2014). Overlapping chromatin-remodeling systems collaborate genome wide at dynamic chromatin transitions. *Nat. Struct. Mol. Biol.* 21, 73-81. 10.1038/nsmb.271824317492 PMC3947387

[DEV205538C55] Naito, M., Zager, R. A. and Bomsztyk, K. (2009). BRG1 increases transcription of proinflammatory genes in renal ischemia. *J. Am. Soc. Nephrol.* 20, 1787-1796. 10.1681/ASN.200901011819556365 PMC2723991

[DEV205538C56] Ocañas, S. R., Pham, K. D., Blankenship, H. E., Machalinski, A. H., Chucair-Elliott, A. J. and Freeman, W. M. (2022). Minimizing the *ex vivo* confounds of cell-isolation techniques on transcriptomic and translatomic profiles of purified microglia. *eNeuro* 9, ENEURO.0348-21.2022. 10.1523/ENEURO.0348-21.2022PMC897043835228310

[DEV205538C57] Orelio, C., Peeters, M., Haak, E., Van Der Horn, K. and Dzierzak, E. (2009). Interleukin-1 regulates hematopoietic progenitor and stem cells in the midgestation mouse fetal liver. *Haematologica* 94, 462-469. 10.3324/haematol.1372819229053 PMC2663609

[DEV205538C58] Ploplis, V. A., Carmeliet, P., Vazirzadeh, S., Van Vlaenderen, I., Moons, L., Plow, E. F. and Collen, D. (1995). Effects of disruption of the plasminogen gene on thrombosis, growth, and health in mice. *Circulation* 92, 2585-2593. 10.1161/01.CIR.92.9.25857586361

[DEV205538C59] Pöschl, E., Schlötzer-Schrehardt, U., Brachvogel, B., Saito, K., Ninomiya, Y. and Mayer, U. (2004). Collagen IV is essential for basement membrane stability but dispensable for initiation of its assembly during early development. *Development* 131, 1619-1628. 10.1242/dev.0103714998921

[DEV205538C60] Ramirez-Carrozzi, V. R., Nazarian, A. A., Li, C. C., Gore, S. L., Sridharan, R., Imbalzano, A. N. and Smale, S. T. (2006). Selective and antagonistic functions of SWI/SNF and Mi-2β nucleosome remodeling complexes during an inflammatory response. *Genes Dev.* 20, 282-296. 10.1101/gad.138320616452502 PMC1361700

[DEV205538C61] Rezvani, M., Quach, S., Lewis, K., Saiki, N., Xue, C., Kimura, M., Iwasawa, K., Weihs, J., Elzobair, T., Al Reza, H. et al. (2026). Modeling immune lineage co-development in human pluripotent stem cell-derived liver organoids. *J. Hepatol.* 84, 946-961. 10.1016/j.jhep.2025.11.01841418844 PMC13033979

[DEV205538C62] Rosenfeld, M. E., Prichard, L., Shiojiri, N. and Fausto, N. (2000). Prevention of hepatic apoptosis and embryonic lethality in *RelA/TNFR-*1 double knockout mice. *Am. J. Pathol.* 156, 997-1007. 10.1016/S0002-9440(10)64967-X10702415 PMC1876833

[DEV205538C63] Rossignol, P., Anglès-Cano, E. and Lijnen, H. R. (2006). Plasminogen activator inhibitor-1 impairs plasminogen activation-mediated vascular smooth muscle cell apoptosis. *Thromb. Haemost.* 96, 665-670. 10.1160/TH06-06-032117080225 PMC2237888

[DEV205538C64] Rudolph, D., Yeh, W.-C., Wakeham, A., Rudolph, B., Nallainathan, D., Potter, J., Elia, A. J. and Mak, T. W. (2000). Severe liver degeneration and lack of NF-κB activation in NEMO/IKKγ-deficient mice. *Genes Dev.* 14, 854-862. 10.1101/gad.14.7.85410766741 PMC316493

[DEV205538C65] Sano, K., Nagaki, M., Sugiyama, A., Hatakeyama, H., Ohnishi, H., Muto, Y. and Moriwaki, H. (1999). Effects of cytokines on the binding of leukocytes to cultured rat hepatocytes and on the expression of ICAM-1 by hepatocytes. *Dig. Dis. Sci.* 44, 796-805. 10.1023/A:102668232987610219841

[DEV205538C66] Satoh, S., Nussler, A. K., Liu, Z. Z. and Thomson, A. W. (1994). Proinflammatory cytokines and endotoxin stimulate ICAM-1 gene expression and secretion by normal human hepatocytes. *Immunology* 82, 571-576.7835919 PMC1414914

[DEV205538C67] Shi, W., Scialdone, A. P., Emerson, J. I., Mei, L., Wasson, L. K., Davies, H. A., Seidman, C. E., Seidman, J. G., Cook, J. G. and Conlon, F. L. (2023). Missense mutation in human CHD4 causes ventricular noncompaction by repressing ADAMTS1. *Circ. Res.* 133, 48-67. 10.1161/CIRCRESAHA.122.32222337254794 PMC10284140

[DEV205538C68] Si-Tayeb, K., Lemaigre, F. P. and Duncan, S. A. (2010). Organogenesis and development of the liver. *Dev. Cell* 18, 175-189. 10.1016/j.devcel.2010.01.01120159590

[DEV205538C69] Smith, H. W. and Marshall, C. J. (2010). Regulation of cell signalling by uPAR. *Nat. Rev. Mol. Cell Biol.* 11, 23-36. 10.1038/nrm282120027185

[DEV205538C70] Soares-Da-Silva, F., Peixoto, M., Cumano, A. and Pinto-do-Ó, P. (2020). Crosstalk between the hepatic and hematopoietic systems during embryonic development. *Front. Cell. Dev. Biol.* 8, 612. 10.3389/fcell.2020.0061232793589 PMC7387668

[DEV205538C71] Subramanian, A., Tamayo, P., Mootha, V. K., Mukherjee, S., Ebert, B. L., Gillette, M. A., Paulovich, A., Pomeroy, S. L., Golub, T. R., Lander, E. S. et al. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. USA* 102, 15545-15550. 10.1073/pnas.050658010216199517 PMC1239896

[DEV205538C72] Sumagin, R., Lomakina, E. and Sarelius, I. H. (2008). Leukocyte-endothelial cell interactions are linked to vascular permeability via ICAM-1-mediated signaling. *Am. J. Physiol Heart Circ. Physiol.* 295, H969-H977. 10.1152/ajpheart.00400.200818641276 PMC2544502

[DEV205538C73] Sumi-Ichinose, C., Ichinose, H., Metzger, D. and Chambon, P. (1997). SNF2β-BRG1 is essential for the viability of F9 murine embryonal carcinoma cells. *Mol. Cell. Biol.* 17, 5976-5986. 10.1128/MCB.17.10.59769315656 PMC232446

[DEV205538C74] Syrovets, T., Jendrach, M., Rohwedder, A., Schüle, A. and Simmet, T. (2001). Plasmin-induced expression of cytokines and tissue factor in human monocytes involves AP-1 and IKKβ-mediated NF-κB activation. *Blood* 97, 3941-3950. 10.1182/blood.V97.12.394111389038

[DEV205538C75] Syrovets, T., Lunov, O. and Simmet, T. (2012). Plasmin as a proinflammatory cell activator. *J. Leukoc. Biol.* 92, 509-519. 10.1189/jlb.021205622561604

[DEV205538C76] Tanimizu, N., Kikkawa, Y., Mitaka, T. and Miyajima, A. (2012). α1- and α5-containing laminins regulate the development of bile ducts via β1 integrin signals. *J. Biol. Chem.* 287, 28586-28597. 10.1074/jbc.M112.35048822761447 PMC3436529

[DEV205538C77] Tiegs, G. and Horst, A. K. (2022). TNF in the liver: targeting a central player in inflammation. *Semin. Immunopathol.* 44, 445-459. 10.1007/s00281-022-00910-235122118 PMC9256556

[DEV205538C78] Wang, B., Kaufmann, B., Mogler, C., Zhong, S., Yin, Y., Cheng, Z., Schmid, R. M., Friess, H., Huser, N., von Figura, G. et al. (2023). Hepatocellular Brg1 promotes CCl4-induced liver inflammation, ECM accumulation and fibrosis in mice. *PLoS ONE* 18, e0294257. 10.1371/journal.pone.029425738033027 PMC10688683

[DEV205538C79] Wiley, M. M., Muthukumar, V., Griffin, T. M. and Griffin, C. T. (2015). SWI/SNF chromatin-remodeling enzymes Brahma-Related Gene 1 (BRG1) and Brahma (BRM) are dispensable in multiple models of postnatal angiogenesis but are required for vascular integrity in infant mice. *J. Am. Heart. Assoc.* 4, e001972. 10.1161/JAHA.115.00197225904594 PMC4579958

[DEV205538C80] Williams, C. J., Naito, T., Arco, P. G.-D., Seavitt, J. R., Cashman, S. M., De Souza, B., Qi, X., Keables, P., Von Andrian, U. H. and Georgopoulos, K. (2004). The chromatin remodeler Mi-2β is required for CD4 expression and T cell development. *Immunity* 20, 719-733. 10.1016/j.immuni.2004.05.00515189737

[DEV205538C81] Wójciak-Stothard, B., Entwistle, A., Garg, R. and Ridley, A. J. (1998). Regulation of TNF-alpha-induced reorganization of the actin cytoskeleton and cell-cell junctions by Rho, Rac, and Cdc42 in human endothelial cells. *J. Cell. Physiol.* 176, 150-165. 10.1002/(SICI)1097-4652(199807)176:1<150::AID-JCP17>3.0.CO;2-B9618155

[DEV205538C82] Wu, M.-L., Wheeler, K., Silasi, R., Lupu, F. and Griffin, C. T. (2024). Endothelial chromatin-remodeling enzymes regulate the production of critical ECM components during murine lung development. *Arterioscler. Thromb. Vasc. Biol.* 44, 1784-1798. 10.1161/ATVBAHA.124.32088138868942 PMC11624602

[DEV205538C83] You, K., Gu, H., Yuan, Z. and Xu, X. (2021). Tumor necrosis factor alpha signaling and organogenesis. *Front. Cell Dev. Biol.* 9, 727075. 10.3389/fcell.2021.72707534395451 PMC8361451

[DEV205538C84] Zhou, Y., Zhou, B., Pache, L., Chang, M., Khodabakhshi, A. H., Tanaseichuk, O., Benner, C. and Chanda, S. K. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* 10, 1523. 10.1038/s41467-019-09234-630944313 PMC6447622

# Supplementary material for: Plasmin and sterile inflammation jointly drive fatal embryonic liver degeneration in endothelial chromatin remodeler mutant mice
**Source:** Development. 2026 May 28;153(16):dev205538. doi: 10.1242/dev.205538
**Supplement:** Supplementary information

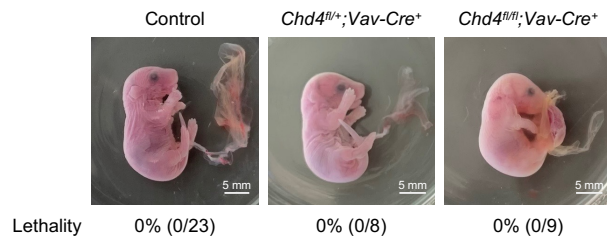

**Fig. S1. Appearance and lethality rate of *Chd4<sup>fl/fl</sup>;Vav-Cre<sup>+</sup>* embryos.** Representative images and lethality rates for littermate control and *Chd4<sup>fl/fl</sup>;Vav-Cre<sup>+</sup>* embryos at embryonic day (E) 18.5.  $N \geq 8$  embryos for each genotype.

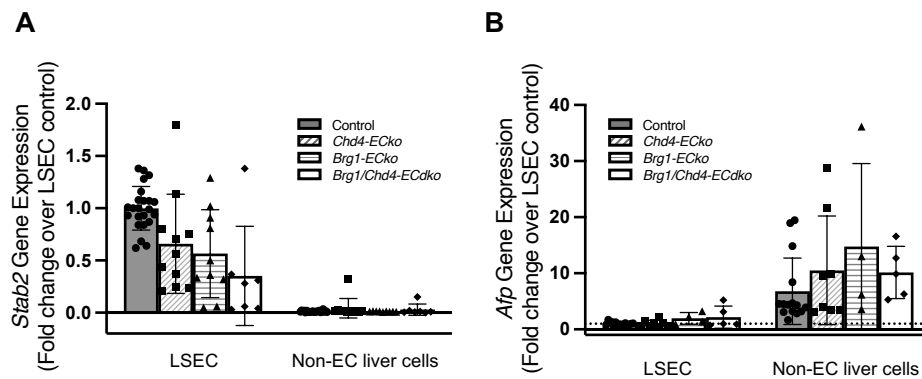

**Fig. S2. Gene transcripts of liver sinusoidal endothelial cells (LSECs) and non-EC liver cells at E12.5.** LSEC marker gene *Stab2* (A) and hepatocyte marker gene *Afp* (B) levels in LSECs and non-EC liver cells from control and mutant livers.  $N \geq 4$  embryos, shown as individual symbols. Data are represented as mean ( $\pm$ s.d.).

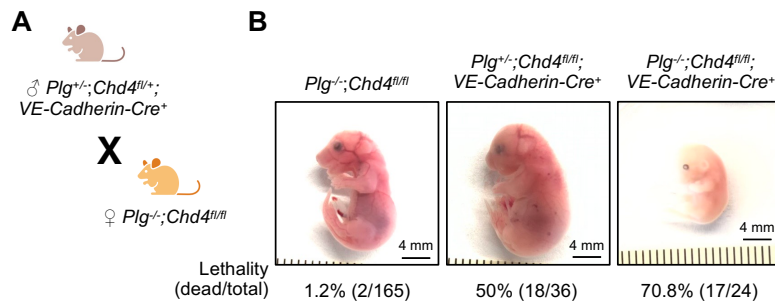

**Fig. S3. Lethality of different doses of plasminogen-deficient *Chd4* mutant embryos generated from plasminogen null dams.** **A.** A schematic representation of the crosses used to generate plasminogen (*Plg*)-deficient *Chd4*<sup>fl/fl</sup>;*VE-cadherin-Cre*<sup>+</sup> embryos from *Plg* null dams is shown. **B.** Representative images and the lethality rate of control, *Plg*<sup>+/-</sup>;*Chd4*<sup>fl/fl</sup>;*VE-cadherin-Cre*<sup>+</sup>, and *Plg*<sup>-/-</sup>;*Chd4*<sup>fl/fl</sup>;*VE-cadherin-Cre*<sup>+</sup> embryos at E17.5.

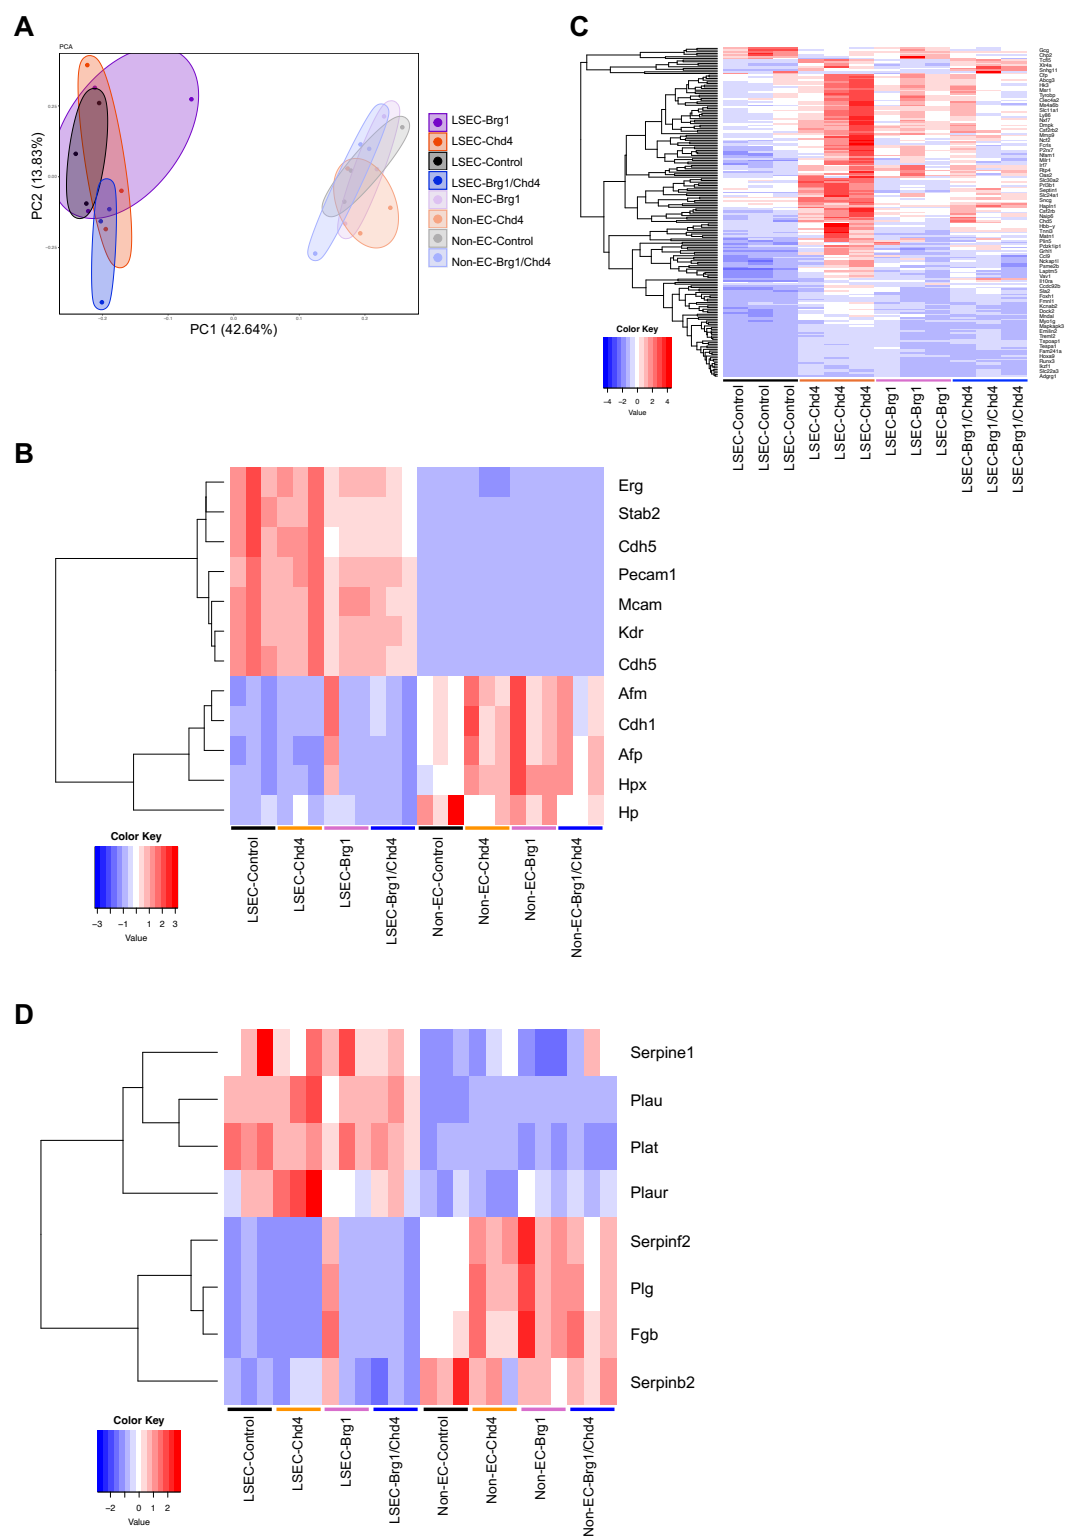

**Fig. S4. Transcription profiles from RNA-sequencing of LSEC and non-EC samples from control and mutant livers at E12.5.** **A.** Principal component analysis (PCA) of RNAsequencing samples from LSEC and non-EC groups, with outputs from 18,241 genes. **B.** Heatmap illustrating gene expression of EC and hepatic cell markers in LSEC and non-EC samples. **C.** Heatmap showing differentially expressed genes (DEG) in LSECs between control and *Chd4-ECKO* LSECs. DEG were defined as having more than a twofold change in expression in *Chd4-ECKO* LSECs relative to control LSECs, with an adjusted p-value <0.05. **D.** Heatmap showing gene expression of plasmin activation pathway molecules in LSEC and non-EC samples.

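The legend's 18,241 genes equal in number the genes above 0 TPM in at least 1 of the 24 libraries. With these genes in place of the filtered ones, unscaled, the first component carried 79.7% of the variance. The hepatic markers of the heatmap were lower in LSECs than in non-EC cells on average. *Afm* had 11.5 ± 11.0 TPM (SD, n = 12) in LSECs and 34.1 ± 10.4 TPM in non-EC cells, *Cdh1* had 12.3 ± 11.8 and 38.9 ± 13.4 TPM, and *Hpx* had 67.6 ± 49.2 and 259.5 ± 74.9 TPM. For *Afm*, *Cdh1* and *Hpx* the ranges of the 2 fractions overlapped. For *Hp* they did not, with at most 9.84 TPM in LSECs and at least 11.0 TPM in non-EC cells.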

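The heatmap of Fig. S4C carries 66 gene labels, which were read by eye. Of these genes, 62 passed the filter on low values, and 60 of the 62 were higher in *Chd4-ECko* than in control LSECs. All 62 had an unadjusted p-value under 0.05, 26 had a limma adjusted p-value under 0.05, and 24 also passed the fold change threshold. The labels are the paper's own calls on the same libraries, so these counts are no independent check of them.
In non-EC cells, the plasmin pathway genes differed more often between *Chd4-ECko* and control than in LSECs. *Serpinf2* had a log2 fold change of 0.93 (adjusted p = 0.00473, and 0.00183 with the replicate block), *Plg* of 0.76 (adjusted p = 0.0263, and 0.0056 with the block) and *Plau* of 0.78 (adjusted p = 0.0391, and 0.0415 with the block). That of *Plaur* was -0.15 (adjusted p = 0.626, and 0.586 with the block). The *Chd4-ECko* effect on *Plaur* was larger in LSECs than in non-EC cells by 1.08 on the log2 scale (adjusted p of the interaction 0.0460). In non-EC cells of *Brg1-ECko*, *Serpinf2* and *Plg* were also higher, by 1.04 and 0.88 (adjusted p = 0.000501 and 0.00169 with the block). In those of *Brg1/Chd4-ECdko* they were higher by 0.50 and 0.56 (adjusted p = 0.0273 and 0.0397 with the block). The rise of *Serpinf2* and *Plg* was thus not limited to *Chd4-ECko*. Hepatic marker expression averaged 7.17 to 7.53 (log2) in *Chd4-ECko* and 7.12 to 7.66 in *Brg1-ECko* non-EC libraries. It was 6.66 to 7.03 in controls, which the *Brg1/Chd4-ECdko* libraries overlapped. A larger share of hepatoblast RNA is therefore not excluded as the source of these rises.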

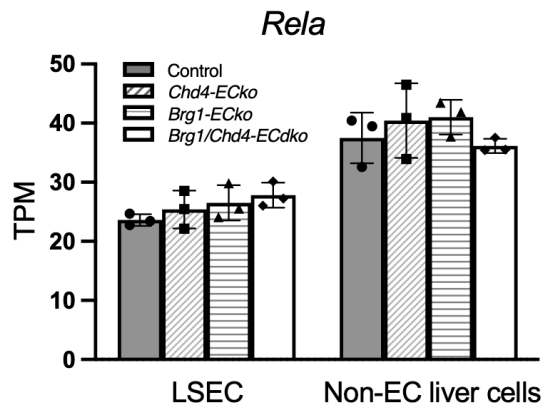

**Fig. S5. *Rela* transcripts in LSECs and non-EC liver cells at E12.5.** *Rela* transcripts gleaned from RNA-sequencing data. TPM: transcripts per million mapped reads. Each symbol represents data from a separate embryo. Data are represented as mean ( $\pm$ s.d.).

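In non-EC cells, *Rela* had 37.5 ± 4.30 TPM (SD, n = 3) in control, 40.4 ± 6.31 in *Chd4-ECko*, 41.02 ± 2.96 in *Brg1-ECko* and 36.2 ± 1.204 in *Brg1/Chd4-ECdko* libraries. Against control the log2 fold change was 0.10 in *Chd4-ECko* (limma adjusted p = 0.595, and 0.586 with the replicate block), 0.13 in *Brg1-ECko* (adjusted p = 0.505, and 0.495 with the block) and -0.04 in *Brg1/Chd4-ECdko* (adjusted p = 0.965, and 0.950 with the block). Each difference was within the SD of the control libraries.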

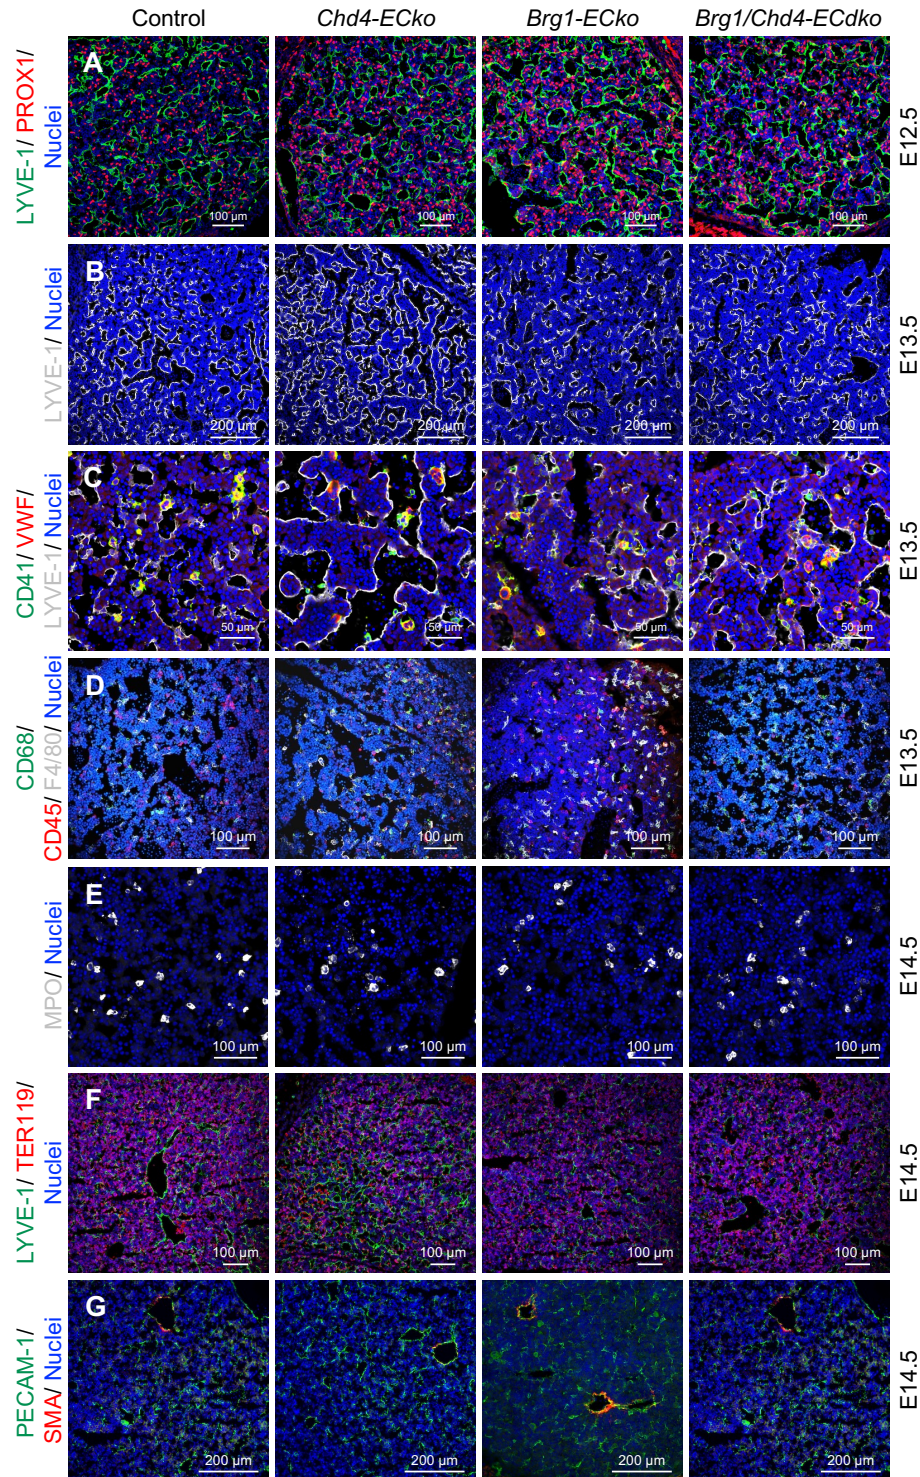

**Fig. S6. Immunostaining reveals comparable multicellular environments in control and mutant livers.** **A.** Representative images of immunostaining for LYVE1 (sinusoidal ECs) and PROX1 (hepatoblasts) in control and mutant livers at E12.5. **B.** Representative LYVE1 immunostaining of control and mutant liver sections at E13.5. **C.** Representative immunostaining for CD41 and Von Willebrand factor (VWF) for co-staining of platelets and

megakaryocytes, and LYVE1 in control and mutant livers at E13.5. Note, VWF also stains some ECs. **D.** Representative immunostaining for CD45 leukocytes, and for CD68 and F4/80 (co-staining for macrophages) in control and mutant livers at E13.5. **E.** Representative immunostaining for myeloperoxidase (MPO) for neutrophils in control and mutant livers at E14.5. **F.** LYVE1 and TER119 (erythrocyte) immunostaining in E14.5 control and mutant livers. **G.** Immunostaining for PECAM1 and for  $\alpha$ -smooth muscle actin (SMA) for pericyte and smooth muscle cells in E14.5 control and mutant livers.

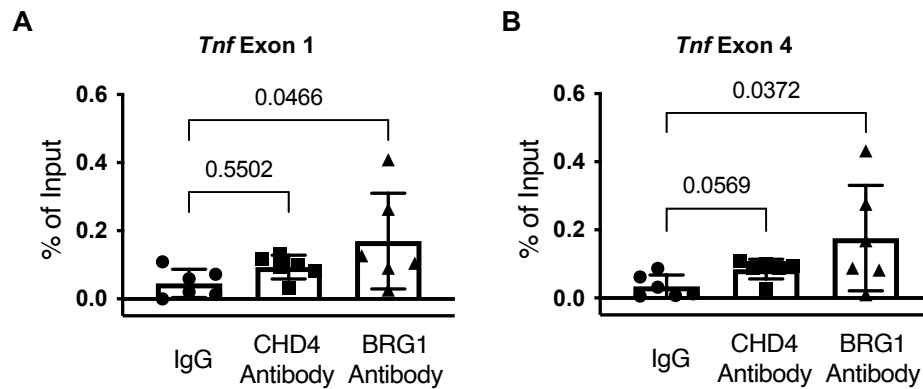

**Fig. S7. BRG1 interacts with the *Tnf* gene locus in cultured MS1 cells.** ChIP-qPCR was used to determine the enrichment of CHD4 and BRG1 at exon 1 (**A**) and exon 4 (**B**) of the *Tnf* gene locus in MS1 ECs. N=6 independent immunoprecipitations, represented as individual symbols. Data are represented as mean ( $\pm$ s.d.). Ordinary 1-way ANOVA with Dunnett multiple comparisons post hoc tests was used for analysis in A. For B, a Kruskal-Wallis test with Dunn multiple comparisons post hoc test was used due to nonparametric data distribution.

How the deposited data were processed for this re-analysis (not part of the article)

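RNA of 24 libraries of E12.5 mouse liver cells was used, from the LSEC (CD146+) and non-EC fractions of 4 genotypes with 3 replicates each. The authors isolated RNA from cells digested with transcription inhibitors, sequenced it, trimmed repeated guanines, aligned the reads to GRCm39/mm39 in CLC Genomics Workbench and deposited TPM per gene. The TPM of each library sum to the same total, so they hold no library size, and the reads behind a value are unknown. No confidence interval of counting error could be given for this reason. The paper states 20000000 reads. The 8 columns of group means that the authors deposited equal the means of the TPM of their replicates and were not used further. Columns of samples outside this design numbered 0.

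The values were read from the 25361 genes of the table. Correlations between replicates of a group on the log2 scale were 0.962 to 0.993, and no pair of libraries held identical values, so that each library was counted as 1 replicate. Gene positions were taken from the annotation of GRCm39 by Ensembl identifier.

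Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1). One model was fitted to the 12 libraries of each fraction, with a mean per genotype, and its variances were moderated with a trend on mean expression. Genes with at least 1 TPM in at least 3 libraries of the model entered, 13444 in LSECs and 12223 in non-EC cells. A model of all 24 libraries with 13775 genes gave the test of whether the *Chd4-ECko* effect differs between LSECs and non-EC cells. All adjusted p-values of single genes are limma's, two-sided, adjusted by the Benjamini-Hochberg method. DEGs have a log2 fold change above 1 in size and an adjusted p under 0.05, as in the paper. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. For genes that the paper names, p-values were also adjusted over that list alone, and a two-sided exact permutation test compared the TPM of 3 libraries with 3, for which the smallest p is 0.10.

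Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, over 8 hand-written lists and 848 Reactome pathways of 10 to 500 genes, with fgsea 1.28.0 as an alternative. Principal components were computed from the same log2 values. Tables were read with data.table 1.17.8. Figures were drawn in python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data. Among 13444 genes with 200 changed, the model recovered 98% and called 1 other gene, and with no gene changed it called 0. Camera called 1 of 30 simulated lists, the shifted one. The 200 changes were 1.5 to 3 in size on the log2 scale, and noise was drawn independently for each gene and library. These rates therefore do not cover smaller changes, such as those of *Tnf*, *Icam1* and *Plaur*, or lists of genes that move together.

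The pairing of libraries comes from the replicate numbers in the labels. The labels do not say whether a number stands for a litter, a day or a batch. Same-numbered LSEC and non-EC libraries of 1 genotype had a mean correlation of deviations of 0.270 (one-sided exact permutation test over 1296 arrangements, p = 0.000772).

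The genes named in the text were set by a rule. They are the genes that the paper names or shows as markers, the 10 DEGs of *Chd4-ECko* LSECs with the largest change and no overlap of the groups, and the 5 genes with the smallest p in each non-EC and interaction test. Other genes are said to be named after their values were seen. One gene that the paper names is not reported here, and it was taken out of the list of named genes after the results were seen.

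The alternatives set in advance were a pseudocount of 0.1 TPM, no filter on low values, a filter on a mean of at least 5 TPM, quantile normalization, moderation without a trend, the replicate block, no fold change threshold, models of the 2 compared groups alone, and each library left out in turn. For gene sets they also included an estimated inter-gene correlation and the fgsea ranking, and for principal components scaling and all genes. Added after seeing the data were *Eif2s3y* as a covariate, TPM without mitochondrial genes, embryo pairs of LSEC and non-EC libraries as a block, and principal components of all genes scaled. The qRT-PCR, survival and staining data of the paper were not analysed here.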

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

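The tests of hepatoblast RNA and of the *Eif2s3y* covariate below were chosen only after the results were seen.

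The *Chd4-ECko* effect differed between LSECs and non-EC cells in 140 of 13775 genes by an interaction test, with 78 differences positive (a higher fold change in LSECs) and 62 negative. An unadjusted p-value under 0.05 was found for 2627 genes, where 688.75 were expected. The smallest p-values belonged to *Nefh* (log2 difference 2.28), *Cyp4b1* (1.68), *Car1* (4.13), *Samsn1* (2.35) and *Sh2d2a* (1.41), each with an adjusted p of 0.000888. Of the 70 DEGs of *Chd4-ECko* LSECs, 37 were among the 140. The number was 199 with the replicate block and 131 with the LSEC and non-EC libraries of an embryo number as a block, which shared 90 genes with the 140. It was 319 with quantile normalization and 16 to 1913 when 1 library was left out. Of the 32 ways to swap same-numbered libraries between the genotypes, 2 gave as many genes. The other one swaps all 3 non-EC pairs, so it tests the sum of the LSEC and non-EC effects in place of their difference. A larger share of hepatoblast RNA in mutant non-EC libraries was tested as an explanation. Of the 62 genes with a negative difference, 9.68% followed the paper's hepatic markers across LSEC libraries within genotypes (r above 0.5), against 14.5% in sets matched on expression (permutation test, p = 0.887), so hepatoblast RNA did not account for them. Blood-cell RNA in the LSEC fraction, weighed under the other observations, is a candidate explanation for part of the 78 positive differences. Of the higher LSEC DEGs, 65.2% had more TPM in control non-EC cells, but that share is for those DEGs and not for the 78 genes. A cell-type-specific effect of CHD4 cannot be told apart from that explanation.

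The paper shows non-EC libraries in its component plot, marker and plasmin heatmaps and *Tnf* and *Rela* plots. VE-cadherin-Cre acts in endothelial cells and, as the paper says, in some blood cells of the liver at E14.5. Non-EC cells had 108 DEGs in *Chd4-ECko* (53 higher, 55 lower), 167 in *Brg1-ECko* (145 higher, 22 lower) and 14 in *Brg1/Chd4-ECdko* (all higher) against control. Unadjusted p-values under 0.05 were found for 4141, 3428 and 1433 genes, where 611.15 were expected. *Itih4*, a gene of hepatic cells, was among the 5 smallest p-values in each mutant, with log2 fold changes of 1.44, 1.64 and 1.17. The others were *Ndrg1*, *Upb1*, *Fads2* and *Apof* in *Chd4-ECko*, *Arpin*, *Apoa2*, *Tmem176b* and *Apof* in *Brg1-ECko*, and *Tnnt2*, *Tcfl5*, *Trib3* and *Pnliprp1* in *Brg1/Chd4-ECdko*. The numbers with the replicate block were 161, 175 and 23.

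For each of these 3 comparisons, 1 of the 4 splits that part the 3 same-numbered pairs as the genotypes do gave as many DEGs, the real one, and a design of 4 such splits cannot give a share under 0.05. The other splits of 6 libraries leave 2 same-numbered pairs together. One of them, *Chd4-ECko* replicate 1 with control replicates 1 and 3 against the rest, gave 565 DEGs, more than the 108 of the genotypes. The non-EC libraries of *Chd4-ECko* replicates 2 and 3 lay at -27.8 and -54.3 on the second component and replicate 1 at 17.4. A difference in how these libraries were prepared can therefore not be told apart from the genotype.

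A candidate explanation is a larger share of hepatoblast RNA in the mutant non-EC libraries. Of 169 genes that were higher DEGs in any mutant non-EC comparison (173 with the hepatic markers themselves), 60.4% followed the hepatic markers in the same way, against 15.4% in sets matched on expression (permutation test, p = 1e-04, the smallest that 10000 sets can give). Hepatic marker expression averaged 6.66 to 7.03 (log2) in control non-EC libraries, 7.12 to 7.66 in *Brg1-ECko*, 7.17 to 7.53 in *Chd4-ECko* and 6.84 to 7.30 in *Brg1/Chd4-ECdko*, the last overlapping the controls. The values are in line with a difference in cell composition, but they do not say whether it arose in the embryo or during dissociation. Deletion in blood cells of this fraction was not tested and is not excluded. With *Eif2s3y* as a covariate, the numbers of DEGs were 73, 223 and 0, the last with 1406 genes at an unadjusted p-value under 0.05. Sex of the embryos was thus not excluded for *Brg1/Chd4-ECdko*.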

How the results depend on the processing

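The sex covariate, the removal of mitochondrial genes, the embryo pairs and the components of all genes scaled were chosen only after the results were seen. The other alternatives were set before the data were examined, as were the designs, the gene lists and the rule for named genes. The planned covariate from *Xist* was not run, because that gene is not used here, and *Eif2s3y* took its place. The cause was not tested for any change below.

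*Tnf* and *Icam1* in *Chd4-ECko* against control LSECs, and *Icam1* in *Brg1/Chd4-ECdko* against *Chd4-ECko* LSECs, kept their direction and stayed above an adjusted p of 0.05 in every alternative run. The log2 fold change was 0.33 to 0.76 for *Tnf*, 0.40 to 0.53 for *Icam1* against control and -0.56 to -0.37 for *Icam1* between the mutants across the 6 fits that each left out a library. The log2 fold change of *Plaur* was 0.79 to 1.01 in such fits, and its adjusted p was 0.0166 to 0.146 over all alternatives. With *Eif2s3y* as a covariate it was 0.87 (adjusted p = 0.0793).

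DEGs of *Chd4-ECko* against control LSECs numbered 45 without a filter on low values, 46 with quantile normalization and 33 with *Eif2s3y*, and 28 to 147 with 1 library of the compared groups left out, as in the ranges below. The share that was higher stayed between 92.5% and 98.6% with 1 library left out, was 97.8% without a filter, and was 95.65% with quantile normalization. DEGs exclusive to *Chd4-ECko* numbered 22 without a filter, which included 19 of the 35, and 11 to 109 with 1 of the 12 LSEC libraries left out.

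DEGs of *Brg1-ECko* LSECs numbered 0 without a filter (1486 genes at an unadjusted p under 0.05), without a trend (1300), with *Eif2s3y* (596), without mitochondrial genes (1301) and with only the 2 groups compared (848). They numbered 1 with a mean of at least 5 TPM, 5 with the replicate block, and 0 to 6 with 1 library left out, where the fits with 0 had 813 to 1883 genes at an unadjusted p under 0.05. DEGs of *Brg1/Chd4-ECdko* LSECs against control numbered 46 with quantile normalization, 117 without the fold change threshold, 6 with *Eif2s3y*, 133 with only the 2 groups compared, and 24 to 78 with 1 library left out. With quantile normalization 30 of the 46 were higher (65.2%), against 66 of 76 (86.8%) with the TPM as deposited. That scaling moved the median log2 fold change of all genes from 0.16 to -0.00. DEGs of *Brg1/Chd4-ECdko* against *Chd4-ECko* LSECs numbered 3 with a mean of at least 5 TPM, with *Eif2s3y* and without mitochondrial genes, 52 with only the 2 groups compared, and 0 to 4 with 1 library left out. The fits with 0 had 542 to 1658 genes at an unadjusted p under 0.05. Of the 5 DEGs found with quantile normalization, 0 were higher in *Brg1/Chd4-ECdko*, against 1 with the TPM as deposited.

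In non-EC cells, *Chd4-ECko* DEGs numbered 199 with a pseudocount of 0.1 TPM, 71 without a filter, 174 with quantile normalization, 1159 without the fold change threshold, 41 with only the 2 groups compared, and 31 to 1014 with 1 library left out. *Brg1-ECko* DEGs numbered 301 with a pseudocount of 0.1 TPM, 1426 without the fold change threshold, and 80 to 318 with 1 library left out. *Brg1/Chd4-ECdko* DEGs numbered 7 without a filter and with a mean of at least 5 TPM, 23 with the replicate block, 71 without the fold change threshold, 0 with *Eif2s3y*, 6 without mitochondrial genes, and 0 to 7 with 1 library left out. The fits with 0 had at least 1020 genes at an unadjusted p under 0.05. Genes whose *Chd4-ECko* effect differed between the fractions numbered 319 with quantile normalization and 16 to 1913 with 1 library left out.

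With the replicate block, in which same-numbered LSEC libraries correlated at 0.167, DEGs numbered 87 in *Chd4-ECko* LSECs, 92 in *Brg1/Chd4-ECdko* LSECs, 161 in *Chd4-ECko* non-EC cells and 175 in *Brg1-ECko* non-EC cells. The block changed neither the direction nor the side of the threshold of *Tnf*, *Icam1* or *Plaur*.

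With an estimated inter-gene correlation, 2 of the 8 gene lists and 0 Reactome pathways passed, with 7 pathways at an unadjusted p under 0.05. The fgsea ranking gave 16 pathways. With 1 library left out, 5 to 8 lists and 25 to 160 pathways passed. The first principal component carried 78.4% of the variance with a pseudocount of 0.1 TPM, 56.9% with scaling and 47.7% with all genes and scaling.

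Among the other named genes, 595 fits under settings other than leaving out a library kept direction and side of the threshold, 26 were weaker and 2 stronger. The 3 with another sign were *Mcam* with quantile normalization (-0.018) and without mitochondrial genes (-0.015), and *Prox1* with *Eif2s3y* (-0.074), all in *Chd4-ECko* LSECs. Of the fits that each left out a library, 376 were the same in this sense, 54 weaker, 2 stronger and 21 of another sign. The last belong to 11 genes of *Chd4-ECko* LSECs whose log2 fold changes ran through 0. The ranges were -0.20 to 0.022 for *Erg*, -0.31 to 0.15 for *Plg*, -0.30 to 0.19 for *Serpinf2*, -0.35 to 0.028 for *Fgb*, -0.29 to 0.27 for *Afp*, -0.19 to 0.29 for *Hp*, -0.0076 to 0.20 for *Pecam1*, -0.10 to 0.060 for *Mcam*, -0.058 to 0.38 for *Cdh1*, -0.061 to 0.21 for *Lyve1* and -0.18 to 0.25 for *Prox1*.

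The depth is unknown, which limits genes with low values most. *Il6* never reached 1 TPM, and *Tnf* and *Il1b* stayed near 1 TPM, where single reads may move a value. For *Tnf* the log2 fold change of 0.53 had a standard error of 0.25 and an adjusted p of 0.432 to 1.00 over the alternatives, so no difference was detectable across all genes at this sample size.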

Differences from the paper's values

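The *Eif2s3y* covariate, the removal of mitochondrial genes and the components of all genes scaled were chosen only after the results were seen, and the ranges below include the first 2.

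The paper reports 120 DEGs exclusive to *Chd4-ECko* LSECs, and the value here is 35. Of the alternatives set before the data were examined, leaving out *Chd4-ECko* replicate 1 gave 109, leaving out *Brg1-ECko* replicate 1 gave 60, and the others gave 11 to 54. In Fig. 3D, read by eye, the paper shows about 200 DEGs for *Chd4-ECko*, where 70 were found here. Leaving out *Chd4-ECko* replicate 1 gave 147, leaving out *Brg1-ECko* replicate 1 gave 108, comparing only the 2 groups gave 104, and the others gave 28 to 95. For *Brg1-ECko* the same figure shows about 360 DEGs, of which about 320 are in no other mutant, where 2 were found here, both in no other mutant. None of the alternatives closed these gaps. For *Brg1/Chd4-ECdko* it shows about 130 DEGs, where 76 were found here. The value was 133 with only the 2 groups compared, 117 without the fold change threshold and 117 without *Brg1-ECko* replicate 1, and the others gave 6 to 92.

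In Fig. 3D about 56 DEGs are shared by *Chd4-ECko* and *Brg1/Chd4-ECdko* alone, where 35 were found here. The number was 50 with only the 2 groups compared, 49 without the fold change threshold and 48 without *Brg1-ECko* replicate 1. The others gave 4 to 45, so none reached 56. About 21 are shared by *Brg1-ECko* and *Brg1/Chd4-ECdko* in Fig. 3D, about 4 by *Chd4-ECko* and *Brg1-ECko* and about 17 by all 3, where 0 of each were found here and 1302 genes had an unadjusted p under 0.05 in *Brg1-ECko*. None of the alternatives closed these gaps.

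In Fig. S4A the first component carries about 43% of the variance and the second about 14%, read by eye, where 80.6% and 5.35% were found here. With the genes scaled to unit variance, the values were 56.9% and 13.4%. With every gene above 0 TPM and scaled, a setting chosen after seeing the values, they were 47.7% and 11.2%. The first component carried at least 78.4% in the other alternatives.

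The paper states that *Tnf* is significantly higher in *Chd4-ECko* LSECs. Its legends name a one-way ANOVA with Dunnett's test for the TPM of *Tnf* and *Icam1*, and no adjustment over genes. Adjusted p-values here are of an unlike kind. The log2 fold change of *Tnf* was 0.53 with a limma adjusted p of 0.798. No setting that was run gave one under 0.432 over all genes, and the adjusted p was 0.106 over genes the paper names. With the replicate block the unadjusted limma p was 0.021 for *Tnf* and 0.0031 for *Icam1* in *Chd4-ECko* against control. The exact permutation test, also of single genes, did not separate the *Tnf* libraries. The paper states that *Icam1* is higher in *Chd4-ECko* LSECs and back at the control level in *Brg1/Chd4-ECdko*. Here the log2 fold changes had these directions, 0.47 and -0.45, with adjusted p-values of 0.151 and 0.401 over all genes and of 0.00594 and 0.0244 over genes the paper names. Over all alternatives the adjusted p was 0.0551 to 0.602 and 0.0730 to 0.984. The paper calls *Plaur* the only plasminogen gene induced in *Chd4-ECko* LSECs. Here *Plaur* was the only one of those examined with an adjusted p under 0.05 over all genes (0.0211), at a log2 fold change of 0.92, so it was not a DEG. Over genes the paper names, *Plau* had an adjusted p of 0.0353. *Plaur* was a DEG with a pseudocount of 0.1 TPM (1.01, adjusted p = 0.0225) and without control replicate 3 (1.01, adjusted p = 0.0407), and over all alternatives the adjusted p was 0.0166 to 0.146. Of the 66 genes labelled in Fig. S4C, 24 were DEGs here, 34 with only the 2 groups compared, 35 without *Brg1-ECko* replicate 1 and 36 without *Chd4-ECko* replicate 1. The other settings called 10 to 29, and 49 were called in at least 1 setting.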

Other observations

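The tests of sex, mitochondrial genes, GC content, the myeloid relations and the embryonic globins were chosen only after the results were seen, and the other tests before. In 2 of them, *Tnf* with myeloid genes and *Hbb-bh1* with *Hbb-bs*, the rule was changed after the values were seen, from excluding the explanation to leaving it open.

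Among the 8 gene lists, the embryonic globin genes, the genes expressed across blood cells and the myeloid genes had the largest medians in *Chd4-ECko* LSECs. A candidate explanation is that more blood cells came into the CD146+ fraction of these livers. Of the 66 higher DEGs, 65.2% (43) had more TPM in control non-EC cells than in control LSECs, against a median of 48.5% in sets matched on expression (one-sided permutation test of 10000 sets, p = 0.0051), as this explanation predicts. An increase of the same genes in the whole liver was tested in non-EC cells, the cells left after CD146 selection. For the 57 of them tested there, the median log2 fold change was 0.081 (permutation test against matched sets, p = 0.118), with 32 higher and 5 with an adjusted p under 0.05. Of the 14 genes expressed across blood cells, 3 were higher there (median -0.20, camera FDR 0.101). Of the 14 other red blood cell genes, 5 were higher (median -0.20, FDR 0.101). Of the 22 myeloid genes, however, 17 were higher there (median 0.28, FDR 0.109), as were the 3 embryonic globin genes (median 3.63, FDR 0.00252). Some macrophage genes lie mostly in the LSEC fraction, such as *C1qa* with 74.6 TPM in control LSECs and 23.7 in control non-EC cells, named after its values were seen. An increase in the whole liver is therefore not excluded. Rescaling the TPM without mitochondrial genes gave 64 DEGs, 59 of them among the 70, and fold changes across genes had a rank correlation of 0.159 with GC content and of -0.078 with length. Both are small across all genes, but the DEGs were not corrected for GC content or length, so these are not excluded. Genes are not independent replicates in that correlation. The design offers a biological reading, that loss of CHD4 in ECs changes their own immune genes or draws blood cells to them. It cannot be told apart from blood cells carried into the fraction during cell sorting.

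Sex of the embryo was not balanced. *Eif2s3y*, a Y-linked gene, had 19.9 to 64.2 TPM in 7 LSEC libraries and at most 1.73 TPM in the other 5. The 7 were 3 of control, 2 of *Chd4-ECko*, 1 of *Brg1-ECko* and 1 of *Brg1/Chd4-ECdko*. All 12 pairs of LSEC and non-EC libraries with the same genotype and number were on the same side. With *Eif2s3y* as a covariate, *Chd4-ECko* LSECs had 33 DEGs in place of 70, and all 70 kept their direction, with a median log2 fold change of 1.28 in place of 1.30. With its values in shuffled order the median was 54 DEGs, and 9 of 100 orders gave as few as 33 (range 6 to 619). An effect of sex on the number of DEGs cannot be told apart from the loss of power that any covariate may bring.

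*Tnf* might be carried by myeloid cells in the LSEC fraction. Across 12 LSEC libraries, deviations from the group means of *Tnf* and of 22 myeloid genes had an r of 0.48 (permutation within genotypes, p = 0.117) and a rho of 0.385 (p = 0.225). Without the 2 libraries farthest from the median r was 0.556, and over the 6 relations tested the smallest adjusted p was 0.377. This leaves the explanation open. For *Icam1* r was -0.026 (p = 0.942) and rho -0.08, and -0.436 without those libraries, so these libraries give no sign that *Icam1* follows myeloid cells.

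*Icam1* lies near *Smarca4*, and a strain allele linked to the floxed *Brg1* gene could lower it in *Brg1/Chd4-ECdko* and in *Brg1-ECko*. Such an allele, if not specific to ECs, would act in non-EC cells as well. The log2 fold change of libraries with 2 floxed *Brg1* alleles against *Chd4-ECko*, which has 1, was -0.58 in LSECs (adjusted p = 0.0609) and 0.02 in non-EC cells (adjusted p = 0.971). An allele that acts only in ECs would not show in non-EC cells. As many genes with an unadjusted p under 0.05 as near *Smarca4* in LSECs were found in random windows with p = 0.569 (permutation test). Other genes near *Smarca4*, named after their values were seen, moved the same way in both fractions at an unadjusted p under 0.05. They were *Zfp599* (0.58 in LSECs and 0.72 in non-EC cells), *Rab3d* (0.48 and 0.30) and *Rp9* (0.29 and 0.29), each with an adjusted p of at least 0.284. A linked allele is therefore not excluded. Genes within 5 Mb of a floxed gene were compared between genotypes with 2 and 1 floxed copies. The share with an unadjusted p under 0.05 was 10.8% near *Smarca4* in LSECs (8 of 74 genes), 13.4% in non-EC cells (9 of 67), 15% near *Chd4* in LSECs (15 of 100) and 13.6% in non-EC cells (12 of 88). A permutation test against random windows gave p = 0.023 for the last, and 0.092 after adjustment over the 4 windows. Among the 27 regroupings of same-numbered libraries, 2, 5, 4 and 6 gave a share as large, in the same order.

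Embryonic globin genes were higher in LSECs of both genotypes with 2 floxed *Chd4* alleles, also under quantile normalization and without mitochondrial genes, where each log2 fold change was at least 2.14. In *Chd4-ECko* LSECs the log2 fold changes were 6.34 for *Hbb-bh1*, 3.44 for *Hbb-y* and 4.46 for *Hba-x*, and in *Brg1/Chd4-ECdko* LSECs 5.22 (adjusted p = 0.000451), 2.31 (0.0281) and 3.11 (0.0041). In *Brg1-ECko* they were 0.07, 1.12 and 0.82, and that of *Hbb-bh1* was -0.035 under quantile normalization, which also left *Hbb-y* in *Brg1/Chd4-ECdko* at an adjusted p of 0.0680. The rise was not limited to LSECs. In *Chd4-ECko* non-EC cells the log2 fold changes were 3.04, 4.01 and 3.63 (adjusted p = 0.0245, 0.00455 and 0.0123). In *Brg1/Chd4-ECdko* non-EC cells they were 1.88, 2.14 and 1.82, each with an adjusted p of at least 0.0987. More red blood cells would raise other red blood cell genes as much, but the median of 14 such genes was 0.72 in *Chd4-ECko* and 0.02 in *Brg1/Chd4-ECdko*, and 1 of the 14 (*Car1*) rose as much as *Hbb-y*. RNA of non-EC cells would leave more TPM in non-EC libraries, but in these 2 genotypes the LSEC libraries had 2.33 times (*Hba-x*) to 4.35 times (*Hbb-bh1*) their TPM. Reads shared with adult globin genes were tested in 3 ways. *Hbb-bh1* and *Hbb-bs* had an r of 0.469 (p = 0.228), 0.297 without the 2 farthest libraries, and a rho of 0.797 (p = 0.0224) within genotypes, which leaves them open. At the largest ratio to *Hbb-bs* or *Hbb-bt* in a control library, however, they would give at most 3.43% of *Hbb-bh1* in any LSEC library of these 2 genotypes. The same limit was 70.5% for *Hbb-y* (from *Hbb-bt*) and 335% for *Hba-x* (from *Hba-a2*), which leaves these 2 open. A fixed share of adult globin reads cannot exceed the smallest ratio in a control library, and at that ratio it would give at most 0.818% of any of the 3 embryonic globins. A fixed share thus did not account for the rise, while a share that varies between libraries is not excluded for *Hbb-y* and *Hba-x*. A hypothesis is that loss of CHD4 raises embryonic globin transcription in ECs or in cells derived from them. Red blood cells of the yolk sac type in the LSEC fraction were not tested as a source, and it cannot be told apart from them.

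*Brg1-ECko* LSEC replicate 1 may hold hepatoblast RNA, since its hepatic markers averaged 7.09 (log2) against 4.73 to 5.84 in the other 11 LSEC libraries. Without it there were 3 DEGs, 1 of them among the 2 found with it, so this cannot be told apart from an effect on the low count. Leaving out replicate 2 gave 0 DEGs (1883 genes at an unadjusted p under 0.05) and leaving out replicate 3 gave 6.

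Other splits of the libraries were counted for each LSEC result. Of the 4 splits that part every same-numbered pair, 1 gave as many DEGs as the genotypes for *Chd4-ECko* against control, for *Brg1/Chd4-ECdko* against control and for *Brg1/Chd4-ECdko* against *Chd4-ECko*, and 2 did for *Brg1-ECko* against control. For the gene lists it was 1 of 4, but the other splits still gave 1 to 6 lists (median 5), against 7 for the genotypes. For Reactome pathways it was 2 of 4, the other with up to 125 pathways. With 4 splits no share under 0.05 is possible. The splits left out keep 2 same-numbered libraries together on one side. The number of DEGs exclusive to *Chd4-ECko* was reached in 1 of 100 regroupings, the real one, and the others gave 0 to 2.

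The paper stains liver sections for cell types, and the RNA of those markers was measured here in LSEC libraries at E12.5. In *Chd4-ECko* against control, *Ptprc* (CD45) had a log2 fold change of 0.94 (adjusted p = 0.0549, and 0.0322 with the replicate block), *Cd68* 0.87 (0.230, and 0.203 with the block), *Adgre1* 1.02 (0.260, and 0.197 with the block) and *Mpo* 1.98 (0.398, and 0.281 with the block). For these 4 genes each *Chd4-ECko* library exceeded each control library, which chance gives for 10% of genes when both directions are counted. In non-EC cells the log2 fold changes were -0.96 for *Ptprc*, 0.54 for *Cd68*, 0.52 for *Adgre1* and -0.71 for *Mpo*, all with an adjusted p of at least 0.115. In LSECs *Acta2* had -0.50, *Vwf* -0.38, *Itga2b* 0.35, *Lyve1* 0.10 and *Pecam1* 0.09, all with an adjusted p of at least 0.965.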
